# Endothelium-derived extracellular vesicles promote splenic monocyte mobilization in myocardial infarction

**DOI:** 10.1172/jci.insight.93344

**Published:** 2017-09-07

**Authors:** Naveed Akbar, Janet E. Digby, Thomas J. Cahill, Abhijeet N. Tavare, Alastair L. Corbin, Sushant Saluja, Sam Dawkins, Laurienne Edgar, Nadiia Rawlings, Klemen Ziberna, Eileen McNeill, Oxford Acute Myocardial Infarction (OxAMI) Study, Errin Johnson, Alaa A. Aljabali, Rebecca A. Dragovic, Mala Rohling, T. Grant Belgard, Irina A. Udalova, David R. Greaves, Keith M. Channon, Paul R. Riley, Daniel C. Anthony, Robin P. Choudhury

**Keywords:** Cardiology, Vascular Biology, Cell migration/adhesion, Monocytes, endothelial cells

## Abstract

Transcriptionally activated monocytes are recruited to the heart after acute myocardial infarction (AMI). After AMI in mice and humans, the number of extracellular vesicles (EVs) increased acutely. In humans, EV number correlated closely with the extent of myocardial injury. We hypothesized that EVs mediate splenic monocyte mobilization and program transcription following AMI. Some plasma EVs bear endothelial cell (EC) integrins, and both proinflammatory stimulation of ECs and AMI significantly increased VCAM-1–positive EV release. Injected EC-EVs localized to the spleen and interacted with, and mobilized, splenic monocytes in otherwise naive, healthy animals. Analysis of human plasma EV-associated miRNA showed 12 markedly enriched miRNAs after AMI; functional enrichment analyses identified 1,869 putative mRNA targets, which regulate relevant cellular functions (e.g., proliferation and cell movement). Furthermore, gene ontology termed positive chemotaxis as the most enriched pathway for the miRNA-mRNA targets. Among the identified EV miRNAs, EC-associated miRNA-126-3p and -5p were highly regulated after AMI. miRNA-126-3p and -5p regulate cell adhesion– and chemotaxis-associated genes, including the negative regulator of cell motility, plexin-B2. EC-EV exposure significantly downregulated plexin-B2 mRNA in monocytes and upregulated motility integrin ITGB2. These findings identify EVs as a possible novel signaling pathway by linking ischemic myocardium with monocyte mobilization and transcriptional activation following AMI.

## Abstract 2

Acute myocardial infarction elevates circulating endothelial cell–derived extracellular vesicles, which can mobilize monocytes from the spleen and alter transcription.

## Introduction

Tissue injury sustained after acute myocardial infarction (AMI) results in local necrosis and inflammation. AMI induces a peripheral monocytosis in both humans and mice, which is positively correlated with the extent of myocardial injury (1). Recent pivotal studies have shown that activation of the innate immune system in AMI sequentially mediates aspects of both injury and repair (1–4). Importantly, early-phase monocytes appear to act as mediators of injury, since attenuating the response of inflammatory monocytes with siRNA (5, 6), angiotensin-converting enzyme inhibitors (7, 8) or splenectomy (2, 7) significantly reduced infarct size in experimental models. Therefore, a better understanding of the processes involved in monocyte activation and recruitment to the damaged myocardium might allow therapeutic intervention to alter favorably the milieu for repair and regeneration and to extend the very short time window of efficacy for current treatments of AMI.

Following AMI, monocytes are mobilized in large numbers from the spleen, activated, and recruited to the damaged myocardium (1, 2). We have recently shown that, in both mice and humans, AMI is associated with distinct patterns of gene expression in monocytes, which are conserved between species (1). Significantly these altered patterns of gene expression are apparent in circulating monocytes *before* their recruitment to the sites of injury. Stimuli for monocyte mobilization include β-adrenergic signals (9) and soluble factors, e.g., angiotensin II (7, 10). However, the mechanism by which the injured myocardium signals both monocyte mobilization and transcriptional activation from the splenic reserve remains unknown.

Extracellular vesicles (EVs) are effective mediators of cell-to-cell communication, both locally and remotely, between different organs (11), under normal and pathological conditions (12, 13). EVs are membrane-encapsulated vesicles that are actively released from cells. EVs with the size range of 50–200 nm in diameter contain a mixed population of exosomes, which are formed by inward budding of multivesicular bodies. They bear proteins and nucleic acids derived from the cell of origin, including tetraspanins and adhesion molecules, such as integrins (12, 14). These characteristics enable interaction with receptors on target cells to promote signaling pathways that modulate the function of recipient cells (15).

microRNA (miRNA), other small noncoding RNA sequences, and mRNA (16–21) carried in EVs are protected from degradation, as they are conveyed in the blood and can alter gene expression and cellular phenotype in recipient cells (18, 22–24). Using a multimodal imaging reporter, clearance of EVs from the blood has been shown to be rapid and tissue specific, predominantly to the spleen (25). Furthermore, EVs are taken up by monocytes and macrophages in the spleen and liver, and, in clodronate liposome macrophage-depleted mice, EV clearance is abrogated (26). EVs are readily released from damaged/stimulated endothelial cells (ECs) (27–29). Given their composition and mode of clearance, we reasoned that EVs may signal from injured ECs of the myocardial microvasculature to the spleen, contributing to the mobilization and programming of monocytes that occurs in AMI (1, 2). Accordingly, we aimed to determine the changes in EVs following AMI in mice and in humans; to define their cell type of origin; and to characterize changes in their composition (miRNA and protein). Informed by the findings, we further tested the effects of EVs on monocyte gene expression and function.

## Results

### Circulating plasma EV concentrations increase with myocardial ischemic injury.

We established the relationship between the number and/or size distribution of plasma EVs and acute myocardial ischemic injury in patients with ST-segment elevation AMI. We obtained blood at the time of presentation with AMI and found that the number of EVs in peripheral blood after AMI positively correlated (R^2^ = 0.52, *P* < 0.01) with the extent of acute ischemic injury, determined by edema quantification on T2-weighted MRI, within 48 hours of presentation (Figure 1A). The number of total circulating plasma EVs was significantly greater at the time of presentation than at follow-up at 6 months after AMI (2.3-fold; *P* < 0.01) (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.93344DS1).

In a mouse model of AMI, total circulating plasma EVs significantly increased (2.1-fold; *P* < 0.001) acutely (24 hours) after AMI and subsided in the succeeding days (*P* < 0.001) (Figure 1, D and E). EV size distribution was similar across all time points (modal EV size: 129 ± 7 nm; 24 hours after AMI, 126 ± 5 nm; 4 days after MI, 129 ± 19 nm), with a specific increase in exosome number (EV <150 nm) after AMI (Figure 1, D and E, and Supplemental Figure 1, A and B).

The integrity of EV isolation from plasma was confirmed by immunoblotting for recognized EV protein markers: ALIX, the tumor susceptibility gene 101 (TSG101), tetraspanins CD63/CD9, and heat shock protein 70 (Hsp70) were identified in the plasma EV preparations (Figure 1, B and F). The purity of isolated plasma EV was confirmed by the absence of “whole-cell” components, such as the nuclear protein histone H3 and the mitochondrial protein ATP5A. Since, the isolation of plasma EV can be subject to contamination by circulating platelets, we used platelet marker CD41 to confirm their absence (Figure 1F). In addition, isolated plasma EV preparations were imaged using transmission electron microscopy (TEM) to confirm their typical morphology (Figure 1C).

### Circulating plasma EVs show EC origin.

AMI is associated with endothelial activation and recruitment of inflammatory cells. Given their direct adjacency to the blood, ECs represent a potentially efficient source of EVs to signal to remote organs. Therefore, to gauge the contribution of ECs to the change in the total EV population, we measured EC markers in human and mouse plasma EVs following AMI. In human plasma-derived EVs, there were significant increases in P selectin (CD62p) (13.7-fold, *P* < 0.05; *n* = 8) and VCAM-1, (2.3-fold, *P* < 0.001) compared with control stable atherosclerosis patients (Figure 1G). Similarly, EVs isolated from mouse plasma displayed PECAM-1, ICAM-1, VCAM-1, E selectin, and P selectin surface markers, further suggesting EC origin of some plasma EVs (Figure 1H). The plasma population of EVs is heterogeneous and reflects multiple potential cell types of origin. To ascertain the proportion of plasma EVs with likely EC origin, we used magnetic beads bearing anti-VCAM-1 antibodies to extract EVs expressing VCAM-1. Through quantification of plasma EVs, we found a greater number of EC-related glycoprotein VCAM-1–positive EVs after AMI (VCAM-1^+^ EV: uninjured 13% vs. AMI 33%, *P* < 0.01).

### ECs increase EV release after proinflammatory cytokine stimulation.

To characterize more closely EVs of pure EC origin, we used an in vitro model of EC activation. Proinflammatory cytokines, including TNF-α and IL-1β, induce EC activation with upregulation of adhesion molecules (VCAM-1 and ICAM-1), and we hypothesized that they may also promote EV release. Compared with basal conditions, treatment of human umbilical vein ECs (HUVECs) with TNF-α (10 ng/ml) or IL-1β (10 ng/ml) increased EV production by 2.2-fold and 2.0-fold, respectively (*P* < 0.001 for each) (Figure 2, A and B). Conversely, IL-4 and IL-6 had no effect on EV release from ECs (Figure 2, A and B). HUVEC-derived EVs displayed typical morphology (Figure 2C), and TNF-α–stimulated HUVEC-derived EVs showed significant enrichment for EC activation markers ICAM-1, P selectin, E selectin, and VCAM-1 when compared with basal, unstimulated HUVEC EVs (Figure 2D).

These data suggest that proinflammatory cytokines selectively increase EV production, which are also enriched for EC activation markers, compared with basal conditions, but without affecting modal size distribution (Figure 2A). Similarly, the mouse microvasculature endothelioma s.END1 cell line stimulated with TNF-α significantly increased EV number (Figure 2, E and F), maintaining characteristic morphology (Figure 2G) and enrichment for ICAM-1 and VCAM-1 (Figure 2H). We further confirmed these findings in primary cardiac mouse ECs (Supplemental Figure 1, C and D) and ascertained that ECs, but not primary cardiomyocytes, increase EV release after inflammatory stimulation (Supplemental Figure 1, E and F).

To confirm the origin of EC-derived EVs (EC-EVs) in our cell culture preparations, we prepared sham EV isolations using EV-depleted medium that was not exposed to cells for EV isolation. Sham EC-EV preparations were EV null, as shown by nanoparticle tracking analysis (Supplemental Figure 2, A and B, and Supplemental Figure 2, F and G); had lower protein concentrations (Supplemental Figure 2, C and H); had fewer protein bands on a Coomassie gel (Supplemental Figure 2, D and I); and were void of EV-associated proteins by Western blot (ALIX, TSG101, and CD9) (Supplemental Figure 2, E and J).

### EC-EVs are taken up by monocytes.

Previous studies of EV clearance have shown rapid accumulation in the spleen (26, 30). In order to determine the splenic uptake of EC-derived EVs, we generated EV in cell cultures (s.END1) that were then labeled with the *C*. *elegans* miRNA, cel-miR39-3p, to allow quantitative tracing of EC-EVs over time by qPCR. After a bolus injection through the tail vein in mice, EC-EVs left the systemic blood pool (Figure 3A) and accumulated in the spleen (Figure 3B), accumulating more preferentially in splenic monocytes than in splenic ECs (Figure 3C). To confirm the interaction between EC-derived EVs and monocytes, we utilized RAW264.7 cells and THP.1-differentiated macrophages in vitro and found that cel-miR39-3p–labeled s.END1 EVs (Figure 3D) and PKH67-labeled HUVEC-derived EVs (Figure 3E) accumulated in RAW264.7- and THP.1-derived macrophages, respectively, over time.

### EV miRNA content changes after AMI.

Since EVs carry miRNA, we next undertook a screen of a panel of 752 miRNAs in EVs that had been isolated from the plasma of 20 patients who experienced AMI. Of these, we obtained miRNA for 19 (95%) patients that passed the quality control measures (Table 1). EVs from patients experiencing AMI contained a relatively small number of miRNA when compared with whole plasma (data not shown), suggesting both compartmentalization and enrichment of specific miRNA in EVs. We then designated a validation panel of 90 miRNAs, which were present in EVs from the initial discovery panel and tested these in a further 23 patients. We found substantial changes in 12 EV miRNAs (Table 2) following an elastic linear regression model.

### Identification of miRNA-mRNA targets in EVs.

mRNA target prediction was performed using Ingenuity Pathways Analysis (IPA) for the differentially enriched miRNA in plasma EVs following AMI. The analysis revealed 2,371 putative mRNA targets by 10 miRNAs from TarBase, TargetScan Human, and miRecords. miRNA-mRNA targets were subjected to core analysis in IPA, which suggested putative functions in the regulation of cellular growth and proliferation, cell death and survival, and cellular movement. Furthermore IPA-identified miRNA-mRNA targets were imputed into gene ontology (GO) analysis to define GO biological process terms. 86 genes appeared in the mRNA target list more than once and 1,869 unique mapped gene IDs were compared with a reference list of the human genome and ranked by fold enrichment. The most enriched GO biological process term was for positive regulation of positive chemotaxis (GO: 0050927).

EC-associated miRNA-126-3p and miRNA-126-5p (31, 32) were highly regulated in EVs following AMI (Table 2). Functional enrichment analyses using GO biological terms suggested a role for miRNA-126-3p and -5p in the regulation of genes associated with lymphocyte differentiation, positive regulation of cell adhesion, and regulation of cell motility, including for the negative regulator of cell motility plexin-B2 (33).

THP-1 and RAW264.7 cells exposed to “inflammatory” EC-EVs significantly downregulated plexin-B2 (*P* < 0.01) (Figure 4, A and B), confirming the predictions from functional enrichment analyses and further suggesting that EVs may play a role in enhanced cellular motility. 

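Expression of 84 genes of cell motility was measured by quantitative PCR on the Qiagen array in 7 samples of THP-1 cells, a human monocytic leukemia line. They were 1 control sample and 2 samples for each of 3 EV conditions, in which the EVs came from HUVECs left unstimulated (basal EVs) or stimulated for 16 hours with 10 ng/ml TNF-α or 10 ng/ml IL-1β. The labels number the EV samples of each condition 1 and 2 and give the control no number. The labels give treatment with 200 nM PMA for 24 hours, which differentiates monocytes to macrophages, for every sample. The paper's methods give it for THP-1 cells without naming the array, and its text on the array speaks of monocytes and THP-1 cells. How far the cells of each sample were differentiated is not known. Each target gene had 1 well per sample. The authors deposited the threshold cycle (Ct) of every well, where 1 cycle corresponds to a 2-fold difference in template and a higher Ct to less template. Target genes had Ct values between 20.9 and 37.2, and 59 of the 84 had a mean Ct under 30. Ct values above 35 were set to 35, which applied to 9 genes in at least 1 sample and to 4 in all samples. The mean Ct of the 5 reference genes was then subtracted in each sample (ΔCt), and the log2 fold change of an EV sample was the control's ΔCt minus its own. With a single control sample there is no error for the control and no test against it, and the SDs given are between the 2 samples of an EV condition. The sample of TNF-α EVs numbered 1 was within 0.5 cycles of the control at 66 of the 84 genes, and the one numbered 2 at 35.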

To better understand the transcriptional changes in genes associated with cellular motility in monocytes exposed to EC-EVs, we undertook a “chemotaxis mRNA array” and analyzed THP-1 cells that were exposed to EVs derived from TNF-α–stimulated HUVECs. 

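In cells exposed to EVs from TNF-α–stimulated HUVECs, 11 of the 84 genes were on average at least 2-fold higher than in the control and 0 were at least 2-fold lower. This count rested on the second of the 2 samples. Without the sample numbered 2, 2 genes were at least 2-fold higher and 8 lower, and without the sample numbered 1, 36 were higher and 2 lower. ITGA4 (NM_000885) had a mean log2 fold change of 1.10 ± 1.57 (SD, n = 2), from 0.00 in the first sample and 2.21 in the second. ITGB2 (NM_000211) had a mean of 0.61 ± 0.85 (SD, n = 2), with 0.01 in the first sample and 1.21 in the second. For both integrin chains the SD exceeded the mean. With 2 samples and the first on the control's step, this holds whatever the size of the change in the second. The comparison therefore decides nothing, and both changes rest on the second sample alone. Of the other genes of Table 3, MMP2 was higher in both samples, by 1.01 and 3.20 on the log2 scale, with a mean of 2.11 ± 1.55 (SD, n = 2). FGF2 had a mean of 1.60 ± 2.26 and IGF1 of 0.60 ± 2.27 (SD, n = 2 each), both within their SD. RASA1, RHOA and WASF1 had means of 0.09 ± 0.15, 0.11 ± 0.14 and 0.11 ± 0.14 (SD, n = 2 each), and their Ct was within 0.5 cycles of the control in both samples. ENAH, the ninth gene of Table 3, is not reported here because none of the array's identifiers paired with its symbol. Among genes with a mean Ct under 30 and the same direction in both samples, the largest rises after MMP2 were in MMP14 (1.60 ± 2.26), PTK2 (1.10 ± 0.14), MYH9 (0.62 ± 0.87) and ITGB2. PTK2 was at 1.00 and 1.20 in the 2 samples. Only 4 genes met the same conditions among the falls, VCL (-0.91 ± 0.16), VEGFA (-0.41 ± 0.57), PLD1 (-0.41 ± 0.58) and PLCG1 (-0.41 ± 0.57). In the first sample MMP14, MYH9, ITGB2, VEGFA, PLD1 and PLCG1 were within 0.5 cycles of the control. For these genes the same-direction condition turned on differences far below 1 cycle, so the ranking carries little weight. Among the rises it left out MMP9 (4.60 ± 6.51), PLAUR (1.59 ± 2.27), ITGA4, PRKCA (1.10 ± 1.56) and VIM (1.09 ± 1.55). They were at -0.004 to -0.014 in the first sample. Among the falls it left out RHOB (-0.88 ± 1.28), at 0.026. These omissions were examined after the values were seen. Where both samples had a gene's Ct on the same step, as for RASA1, RHOA, WASF1, PTK2 and VCL, the SD is about the 0.14 that the reference genes' means alone give and holds no spread of the gene itself, so these changes are not compared with it. Apart from leaving out a sample, the alternative that moved the count of changed genes most was a threshold of 1.5-fold, with 41 genes, followed by normalization to RPLP0 alone, with 37. The paper states from its array that exposure to EC-EVs altered chemotaxis-associated genes, and it names ITGA4 and ITGB2 as integrin chains used in leucocyte adhesion and motility.

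**Figure D1:**
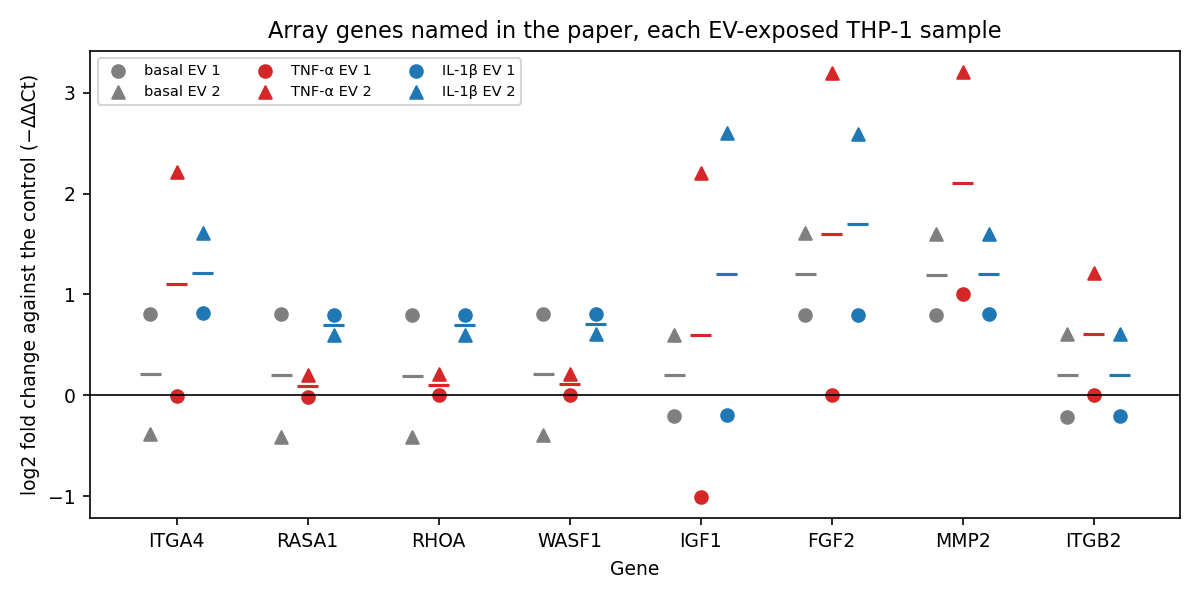
Log2 fold change against the 1 control sample (vertical axis) of genes of Table 3 and ITGB2 (horizontal axis). Circles are EV samples numbered 1, triangles are those numbered 2, and short lines are the means of the 2 samples of an EV condition. For ITGA4 the TNF-α EV samples lie at 0.00 and 2.21.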

Exposure to EC-EVs substantially altered a number of chemotaxis-associated genes (Table 3), including integrin subunit α 4 (ITGA4) and integrin subunit β 2 (ITGB2), which are key integrin chain molecules used in leucocyte adhesion and cellular motility for tissue recruitment (34, 35). HUVEC-derived EVs significantly upregulated ITGB2 in THP-1 monocytes (3.5-fold, *P* < 0.01) and s.END1-derived EVs significantly upregulated ITGB2 in RAW264.7 cells (1.5-fold, *P* < 0.001) (Figure 4, C and D), suggesting orchestrated transcriptional regulation of cellular processes that favor cell movement and leucocyte adhesion by EC-EVs. Sham EC-EV preparations had no significant effect on gene expression in mouse (*gapdh*, *cyclophilin*, *actin*, *b2m*, *itgb2*, *ccr2*, and *il-6*) or human monocytes (*GAPDH*, *CYCLOPHILIN*, *ACTIN*, *B2M*, *ITGB2*, *CCR7*, and *IL-6*) (Supplemental Figure 3, A and C). ITGA4 and ITGB2 form subunits of the VLA-4 integrin, the receptor for VCAM-1, which is involved in monocyte-EC recognition and binding (36, 37).

### EC-EV and monocyte interactions through VCAM-1 enhance cell migration to MCP-1.

These changes in gene expression implied a possible role for EVs in promoting monocyte mobilization. We therefore tested the effects of EC-derived EVs in promoting monocyte motility/mobilization in vitro. EC-EVs (HUVEC and s.END1, respectively) stimulated THP-1 and RAW264.7 cell chemokinesis (Figure 5) (*P* < 0.01). Furthermore, THP-1 migration increased in response to inflammatory HUVEC-derived EVs (2.5-fold, *P* < 0.001) (Figure 5A). Similarly, RAW264.7 cells displayed significantly increased chemotaxis to MCP-1 when exposed to inflammatory EC-EVs (1.3-fold, *P* < 0.01) (Figure 5A); whereas, Sham EC-EVs had no significant effect on THP-1 or RAW264.7 cell motility (Supplemental Figure 3, B and D). The enhanced migration of THP-1 and mouse RAW 264.7 cells in response to MCP-1 through EC-EV exposure was abolished by preincubating inflammatory EC-EVs with an anti-VCAM-1 antibody (THP-1, *P* < 0.001; RAW 264.7, *P* < 0.05), boiling EC-EVs (THP-1, *P* < 0.001; RAW 264.7, *P* < 0.01), or using inert 100-nm silica spheres instead of EC-EVs (THP-1, *P* < 0.001; RAW 264.7, *P* < 0.01) (Figure 5). Collectively these findings show that VCAM-1–mediated interactions between EC-EV monocytes lead to changes in cellular motility.

### EC-EVs mobilize splenic monocytes in vivo.

To better understand the possible physiological relevance of the effects of EC-EVs on monocyte motility, we tested splenic monocyte motility in vivo (Figure 6A). EC-EVs (s.END1) were injected via the tail vein into wild-type mice, and peripheral blood, bone marrow, and spleen were harvested. Following isolation of peripheral blood mononuclear cells (PBMCs), bone marrow cells and splenic digestion, monocyte numbers were quantified by antibody flow cytometry (Figure 6B). EC-EV injection significantly increased monocyte number in peripheral blood (11.1-fold, *P* < 0.01) (Figure 6C) and reduced splenic monocyte number (Figure 6E) in otherwise, healthy naive mice. We found that there is a contribution of bone marrow monocytes to the peripheral monocytosis (Figure 6E) that occurs after i.v. injection of EC-EVs. (1.44-fold, *P* < 0.01). We further calculated a splenic monocyte mobilization ratio (percentage of peripheral blood monocytes/percentage of splenic monocytes or percentage bone marrow monocytes) for each mouse. The ratio quantifies the monocyte mobilization response from different niches in the same mouse. The bone marrow monocyte mobilization by EC-EVs is much smaller in magnitude when compared with the monocyte mobilization that occurs from the spleen in response to EC-EVs (Figure 6F).

## Discussion

Activation and mobilization of monocytes occurs after AMI in mice and humans (1, 2). In mice, blood monocytes peak 24 hours after AMI and are important mediators of tissue injury and repair. Local splenic monocyte mobilization signals may include angiotensin II (2, 7) and β-adrenergic signals stimulation (9). It is not known how ischemic myocardium signals to trigger both mobilization and activation of monocytes, yet regulation of monocyte mobilization, activation, and function at their site of infiltration presents important therapeutic opportunities after AMI.

The principal findings of this study were that (a) total EV number increases after AMI in mice and in humans, where the increase was proportional to the extent of ischemic injury; (b) the increase in plasma EVs is largely accounted for by EC-EVs that bear VCAM-1 and which are enriched for several miRNA, including the EC-associated miR-126-3p and miR-126-5p; and (c) injected EVs localize to the spleen and mobilize splenic monocytes.

EVs of mixed cellular origins are present in the plasma of healthy individuals, and circulating levels are altered in many pathophysiological conditions (38). Ischemic syndromes are characterized by arterial occlusion, but venous endothelium still has access to the blood and is a potential source of EV. By isolating the VCAM-1–positive EVs using antibody-coated magnetic particles, we showed that VCAM-1–bearing EVs increased approximately 3-fold after AMI. Contributions from other sources, e.g., activated platelets cannot be excluded by this approach, but the presence of VCAM-1 in plasma-derived EVs supports the conclusion that ECs contribute substantially. Furthermore, by contrast to VCAM-1, we did not identify platelets or platelet-derived EVs using anti-CD41 antibodies in vivo.

VCAM-1 is fundamental to the recruitment of blood monocytes to sites of endothelial activation and contributes to leukocyte recruitment in atherosclerosis and AMI (39–41). Human coronary ECs express greater VCAM-1 in AMI and release microparticles, which positively correlate with vascular inflammation (42). Here, we show that ECs release EVs that themselves bear VCAM-1 under basal and inflammatory conditions, signaling monocyte movement. EC integrins are important in monocyte adhesion and motility.

Various cell types, including monocytes and macrophages, avidly internalize plasma EVs (30, 43), and EV-associated integrins have demonstrated the ability to direct EVs to specific organs (44). In agreement with previous observations (26, 30, 45), we found that injected EVs were rapidly cleared from the systemic circulation by the spleen. Here, we show that the splenic EV clearance is not merely a disposal function, but that EVs signal to monocytes, resulting in their mobilization into the blood.

We have previously shown patterns of transcriptional activation of monocytes in the peripheral blood following AMI that are conserved between mice and humans (1) indicative of transcriptional programming prior to entry into the infarcted myocardium. We reasoned that the RNA contained within EV could contribute to this transcriptional programming. Compared with changes in whole plasma, EVs are enriched for a smaller number of miRNAs, and EV-associated protein (tetraspanins, TSG101, and ALIX) appears to be conserved across various cell types (46); however, protein and nucleic acid profiles of EC-EVs change considerably to reflect differential stimuli (47, 48). miRNA have shown regulation of inflammatory responses in monocytes and macrophages (49–52). Here, we have shown that a relatively small number of miRNAs are enriched in plasma EVs and are altered significantly after AMI. miRNA-126-3p and miRNA-126-5p were highly represented and changed after AMI in our investigations. EC-associated precursor miRNA-126 gives rise to the mature miR-126-5p and miR-126-3p, which are among the most abundant miRNA in ECs (53, 54), adding weight to the interpretation that the surge in EVs in AMI is derived from ECs. Furthermore, consistent with current findings, miR-126 has previously been shown to have roles in the mobilization of hematopoietic progenitor cells by reducing the expression of VCAM-1 (55). After myocardial infarction, miRNA-126 may have additional roles in the regulation of vascular integrity and neovascularization (31). Genetic depletion of miRNA-126-5p promotes EC proliferation and limits atherosclerosis in apolipoprotein E–deficient mice (54).

miRNA-mRNA pathway analysis identified cellular growth and proliferation targets. Prior investigations in our laboratory have identified proliferation pathways as important regulators of monocyte function after AMI (1), and this may be mediated by EV-miRNAs, as identified in this study. EV miRNAs may mediate monocyte production after AMI locally in the spleen or in the bone marrow. However, available data on the majority of these miRNAs are in cell types (56) that are not relevant to our investigations. Identification of miRNA that regulates the inflammatory phase of monocyte cell recruitment and activation after injury may allow novel strategies for both diagnosis and therapy to be explored. Given their relationship to infarct size and monocyte mobilization, it is conceivable that analysis of VCAM-1–positive EVs could be a useful tool for stratification and selection of rational therapies in human AMI. Current treatments for AMI focus disproportionately on reperfusion therapies, which (to be effective) must be delivered within the first hours of AMI. Conversely, it seems that for a given ischemic insult, immune cell infiltration propagates later injury (1, 5, 7, 57) and represents a target for therapy in its own right (6, 9). Engineered EVs bearing selective miRNA may allow monocyte transcriptomes to be modulated by inhibiting the proinflammatory phase of monocyte recruitment and activation (which is otherwise associated with tissue injury) and synergistically promoting pathways for repair and regeneration. This could potentially extend the time window for effective treatments in humans up to 48 hours after AMI, in which peripheral monocytosis arises (1).

Therapeutic targeting of EV-associated VCAM-1 with anti-VCAM-1 antibodies after AMI may limit splenic monocyte cell movement. The creation and use of bioengineered EVs that are systematically administered into the plasma at the time of AMI may allow therapeutic manipulation of the EV–VCAM-1 axis for specific targeting of monocytes.

### Limitations.

Patients experiencing AMI in our investigations underwent primary percutaneous coronary intervention, in which coronary blood flow is restored following initial coronary artery occlusion and myocardial ischemic injury. Reperfusion therapies in AMI are associated with the onset of inflammation and EC activation (58), which could further stimulate EC-EV release. In contrast, our mouse model of AMI used permanent ligation of the coronary microvasculature without reperfusion. This permanent ligation method of experimental AMI may evoke greater inflammatory-mediated injury in the mouse (59). Importantly, the contribution made by ECs to the flux in plasma EV number after AMI may be highly regulated by the onset of inflammation in the myocardium, such as the local and sustained released of TNF-α. Uncovering differences in plasma EV profiles between the ligation and reperfusion models of rodent AMI may enhance our understanding of how monocytes are mobilized and recruited from the spleen and may uncover the disease model discrepancies in rodent myocardial pathophysiology (59).

### Conclusions.

Taken together, the findings in this study demonstrate that plasma-liberated EVs signal the mobilization and transcriptional activation of monocytes after AMI. Plasma EV levels significantly increase after AMI and correlate closely with the degree of injury in humans. ECs release EVs, and inflammatory stimulation significantly increases EV release. EC-EVs from stimulated cells display a EV–VCAM-1 enrichment, localize to the spleen, and interact with and mobilize splenic monocytes. 

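On the motility array, 14 of 84 genes differed from the control by at least 2-fold on average after basal EVs (11 higher, 3 lower), and 10 after EVs from IL-1β–stimulated HUVECs (8 higher, 2 lower). These counts rested on the samples numbered 2. Without those samples the counts were 1 for basal EVs and 3 for IL-1β EVs, and without the samples numbered 1 they were 26 and 28. Over all 6 EV samples, 9 genes were on average at least 2-fold higher than the control and 2 lower. Without the basal EV sample numbered 2 this count fell to 5. In the mean of the 3 EV samples numbered 1, 0 genes were 2-fold from the control, and in the mean of the 3 numbered 2, 17 were higher and 5 lower. As the control's label has no number, its set is unknown, and the set and the EV exposure cannot be told apart. The control was within 0.5 cycles of the TNF-α, basal and IL-1β EV samples numbered 1 at 66, 45 and 28 genes. For the samples numbered 2 these counts were 35, 27 and 30. By these counts it was nearer the samples numbered 1 for TNF-α and basal EVs, but not for IL-1β EVs. They use Ct before normalization, and the reference genes' mean Ct was 21.7 in the IL-1β EV sample numbered 1 and 20.9 in the control. After normalization, 0 genes were 2-fold higher and 3 lower in that sample, against 14 and 14 in the IL-1β EV sample numbered 2. By the normalized counts the control was nearer the samples numbered 1 in all 3 conditions. All 6 EV samples lay on one side of the control at 6 genes, and 24 would be reached if the 7 samples were exchangeable. This count decides nothing, because the TNF-α EV sample numbered 1 shares the control's step at most genes and its sign there is set by differences far below 1 cycle. MMP2 and PTK2 were higher by more than 0.5 on the log2 scale in all 6 with the mean of the 5 reference genes, but this depended on the reference. With RPLP0 alone both were at 0.01 in the IL-1β EV sample numbered 1, with ACTB alone both were at -0.02 in the basal EV sample numbered 1, and with B2M alone PTK2 was at 0.00 in the IL-1β EV sample numbered 2. The array holds 4 integrin chains. ITGA4 had a mean log2 fold change of 0.21 ± 0.84 after basal EVs and 1.21 ± 0.56 after IL-1β EVs (SD, n = 2 each). ITGB2 had 0.20 ± 0.58 and 0.20 ± 0.57 (SD, n = 2 each), and ITGB1, chosen like ITGB3 after its values were seen, had 0.70 ± 0.15 and 0.20 ± 0.57 (SD, n = 2 each). The reference gene moved all genes of a comparison by a common amount, and with it the median of the 84 genes after basal EVs, which was 0.20 as reported, -0.52 with ACTB alone and 0.51 with RPLP0 alone. Over the single reference genes and the mean of the target genes with a mean Ct under 30, ITGA4 ran from -0.51 to 0.52 after basal EVs and from 1.00 to 1.51 after IL-1β EVs. ITGB2 ran from -0.52 to 0.51 and from -0.01 to 0.50, and ITGB1 from -0.02 to 1.01 and from -0.02 to 0.50. In these ranges the lower ends after basal EVs came with ACTB alone. ITGB3 had a Ct above 35 in the control and in both IL-1β EV samples, so no fold is given for IL-1β EVs. After basal EVs its log2 fold change against that limit was 1.31 ± 1.98 (SD, n = 2), a lower bound, and from 0.59 to 1.62 over the same references. EVs from stimulated and unstimulated HUVECs were compared with limma on −ΔCt. At an adjusted p under 0.05, 0 genes differed between TNF-α and basal EVs, between IL-1β and basal EVs, or between both cytokine conditions and basal EVs, and 0 did so at an unadjusted p under 0.05. The smallest adjusted p-values from limma with Benjamini-Hochberg adjustment were 0.939, 0.994 and 0.957. With the replicate number as a block, 0 genes again passed at an adjusted p under 0.05, the smallest adjusted p-values from limma were 0.899, 0.711 and 0.527, and 1, 2 and 2 genes had an unadjusted p under 0.05. Adjusted over the list alone, 0 of the 8 matched Table 3 genes and ITGB2 passed in any of the 3 comparisons. With 2 samples per EV condition, these results do not show that the conditions are alike. The 3 genes with the smallest p were PLD1, RHOB and CAPN2 for TNF-α EVs, RHOB, PLD1 and CAPN1 for IL-1β EVs, and RHOB, PLD1 and VEGFA for both cytokines together. RHOB had a log2 fold change of -1.55 (standard error 0.68) for both cytokines against basal EVs.

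**Figure D2:**
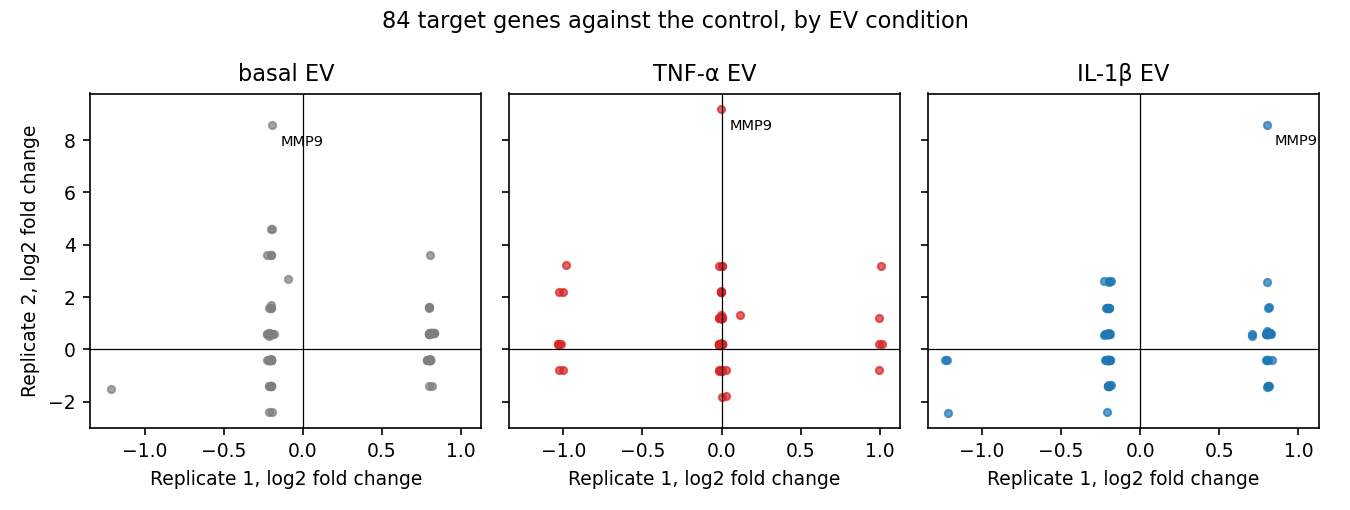
Log2 fold change of the 84 target genes against the control in the EV sample numbered 1 (horizontal axis) and numbered 2 (vertical axis), with 1 panel per EV condition and 1 point per gene. The 2 axes differ in scale. MMP9 lies at 8.59, 9.20 and 8.59 in the samples numbered 2.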

EC-EV exposure significantly alters monocyte motility–associated genes and shows regulation of integrins that favor tissue recruitment. Our study has unveiled a mechanism by which the ischemic myocardium signals both monocyte mobilization and transcriptional activation after AMI. This study provides a paradigm for inhibiting monocyte mobilization and activation after injury and favorable modulation of the inflammatory phase of heart injury, which is otherwise associated with attenuated cardiac function and poor long-term prognosis.

## Methods

### Human plasma isolation and MRI scanning.

Plasma was obtained from 22 patients presenting at the Oxford Heart Centre with ST-segment elevation AMI, as part of the OxAMI Study (REC number 10/H0408/24) (1). Peripheral venous blood was obtained from patients at presentation in k2-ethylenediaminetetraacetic acid–coated (K2-EDTA–coated) tubes (BD Vacutainer) and processed within 30 minutes. Platelet-poor plasma was obtained by two rounds of centrifugation (5,000 *g* for 10 minutes). Plasma samples were frozen and stored at −80°C. All patients (*n* = 22) underwent 3 Tesla cardiac magnetic resonance imaging (Verio, Siemens, Germany) within 48 hours of presentation (1). Cardiac magnetic resonance analysis was carried out using cmr42 software (Circle Cardiovascular Imaging Inc.).

### Mouse myocardial infarction and plasma EV.

Wild-type adult C57BL/6 mice (Harlan) were used in all investigations (12–18 weeks of age). Experimental AMI was performed in female mice due to an increased mortality rate in male mice. Surgical AMI was induced by permanent ligation of the coronary artery as previously described (1). Researchers were blinded to group allocations for the duration of the experiment. Whole blood samples were collected by cardiac puncture under terminal anesthesia and centrifuged in spray-coated K2-EDTA blood collection tubes (BD Vacutainer). Platelet-poor plasma was obtained by two rounds of centrifugation (5,000 *g* for 10 minutes). Plasma samples were frozen and stored at −80°C.

### EV isolation.

EVs were isolated using differential centrifugation (60). Briefly, cell culture supernatants and platelet-poor plasma were centrifuged at 300 *g* for 10 minutes. The resultant supernatant was transferred to ultracentrifuge tubes (Polyallomer Quick-Seal ultra-clear 16 mm × 76 mm tubes, Beckman Coulter) and centrifuged at 120,000 *g* for 120 minutes to pellet all EVs. Isolated vesicles were resuspended in 100 μl PBS (ThermoFisher Scientific) and utilized in studies as described. EVs were characterized by nanoparticle tracking analysis (NTA) (61), TEM, and protein was characterized by Western blotting.

### EV characterization.

EV size and concentration profiles were determined by using a Nanosight NS500 instrument (Malvern), sCOMS camera, and NTA software version 2.3, build 0033. Silica 100-nm microspheres (Polysciences Inc.) were routinely analyzed to quality check instrument performance. EVs were prepared for NTA analysis by dilution in PBS at approximately 3 × 10^8^ EV/ml to 5 × 10^8^ EV/ml. EV preparations were loaded into the sample chamber and analyzed according to the following measurement script: prime; 5-second delay; 30-second capture; measurements were repeated 5 times per sample. The camera gain was set to level 12 for all measurements (camera shutter speed, 15 milliseconds; camera gain, 350 milliseconds). Acquisitions were analyzed using the proprietary software.

### TEM.

TEM of isolated EVs was conducted as previously described (62). Briefly, 5–10 μl of 0.1 mg/ml EVs was fixed with 4% paraformaldehyde (PFA) and allowed to settle (1 minute) onto pyroxylin- and carbon-coated copper grids (400 mesh, Agar Scientific). Grids were then blotted dry with filter paper and washed with Milli–Q water. For negative staining, 2% (w/v) uranyl acetate (10 seconds) was used, the excess solution was removed with filter paper, and the grids were left to air dry before imaging. Grids were viewed at 120 kV in an FEI Tecnai12 TEM (FEI UK Ltd), and images were obtained using a bottom-mounted Gatan OneView camera.

### Western blot of EV.

Western blotting for the EV markers CD63, CD9, and HSP70 (EXOAB-KIT-1, System Biosciences), TSG101 (ab83, Abcam), and ALIX (ab117600, Abcam) was undertaken as previously described by Lötvall et al. (63). The purity of EV samples was tested for contaminating intracellular organelles by ATP5A (mitochondria) (15H4C4, Abcam), nuclear fractions by histones (histone H3) (D1H2/4499P, Cell signaling), and platelets by CD41 (ab63983, Abcam). Briefly, protein quantity in EVs was detected by lysing EV pellets in CelLytic MT Cell LysisReagent or RIPPA buffer (Cell Signaling) with added protease inhibitors (Roche Complete). To ensure equal loading, protein concentration was measured by bicinchoninic acid assay (Thermo Scientific), and 10–40 μg protein was loaded per well. SDS page samples were separated on 4%–12% bis-tris gradient gels (Life Technologies) under nonreducing conditions. Separated samples were transferred to PVDF or nitrocellulose membranes, and nonspecific binding was blocked with 5% milk in PBS-Tween. Membranes were incubated with antibodies overnight, and membranes were washed and incubated with a secondary antibody conjugated to horseradish peroxidase. Membranes were washed again before incubation with enhanced chemiluminescence substrate (Pierce ECL, ThermoFisher Scientific) and imaged on a Bio-Rad ChemiDoc MP Imaging system.

### Cell culture and reagents for EC-EV generation and isolation.

EV experiments were performed in EV-depleted media prepared by ultracentrifugation for respective cell culture mediums (below) at 120,000 *g* for 18 hours (Beckman Coulter, Optima MAX-XP Ultracentrifuge). All cell cultures were maintained in a humidified atmosphere of 95% air/5% CO_2_ at 37°C and stimulated for the generation of EVs when at 80% confluence in 13 ml medium in T75 tissue culture flasks (Sigma-Aldrich).

HUVECs (Lonza) were cultured in EGM-2 supplemented with BulletKit and 2% FBS (Lonza). Cells were treated with cytokines for 16 hours (10 ng/ml TNF-α; 10 ng/ml IL-1β; 1 ng/ml IL-4 or 10 ng/ml IL-6; R&D Systems) for EV generation. Sham EVs were prepared by culturing EV-depleted medium without cells for 16 hours. THP-1 human monocytes (ATCC) were cultured in RPMI medium (Sigma-Aldrich) supplemented 10% FBS, 1% antibiotics (Penicillin-Streptomycin) (Sigma Aldrich), 2 mM L-glutamine (Sigma-Aldrich), and 0.05 nM 2-mercaptoethanol. Monocytes were differentiated into macrophages by exposure to phorbol myristate acetate (PMA) (200 nM) for 24 hours. Similarly, RAW264.7 (ATCC) cells were cultured in RPMI-1640 supplemented with 10% FBS, 1% antibiotics (Penicillin-Streptomycin), and 2 mM L-glutamine. Primary cardiac mouse microvascular ECs (Cell Biologics) and the murine endothelioma sEND.1 (gift from K.M. Channon, University of Oxford) (64) cell line were cultured in speciality complete EC medium with supplements (Cell Biologics) or Dulbecco’s modified eagle’s medium (DMEM) (Sigma-Aldrich) supplemented with 10% FBS, 1% antibiotics (Penicillin-Streptomycin), and 2 mM L-glutamine, respectively. Mouse ECs were treated with 10 ng/ml recombinant mouse TNF-α, 10 ng/ml recombinant mouse IL-4, or 10 ng/ml recombinant mouse IL-6 (R&D Systems) for 16 hours for EV generation. Primary cardiomyocytes were isolated as previously described (65, 66) from wild-type C57B/6J male mice. Briefly, whole hearts were Liberase digested by retrograde perfusion using a Langendorff system and seeded onto glass coverslips. Cells were rested for 2 hours prior to 10 ng/ml TNF-α stimulation in EV-depleted medium for 16 hours. Cells were seeded into tissue culture wells for described stimulation studies.

### Luminex multiplex assays and ELISA.

Human adhesion molecule Luminex performance assay 4-plex (ICAM-1, E selectin, P selectin, and VCAM-1) (R&D Systems, ), mouse VCAM-1/CD106 (R&D Systems), and Milliplex MAP mouse cardiovascular disease bead panel (sP selectin, PECAM-1, sICAM-1, sE selectin) were used according to the manufacturer’s instructions for the detection of EV EC markers.

### Anti-VCAM-1 magnetic particle quantification of EV.

Goat anti-mouse VCAM-1 (AF643, R&D Systems, AF643) or normal goat IgG control (AB-108-C, R&D Systems) antibodies were covalently conjugated to M-450 Tosylactivated Dynabeads as previously described with abundant PBS washing (67). Plasma EVs were isolated from 100 μl platelet-poor plasma and resuspended in 300 μl PBS. 150 μl of each isolated plasma EV preparation was incubated with either anti-VCAM-1 or IgG control conjugated beads at room temperature for 2 hours with continual rotation in PBS (1 ml total). After incubation, magnetic beads were pelleted for 5 minutes using a Dynal Magnet (Invitrogen), and the supernatant containing unbound EVs was subject to NTA for quantification (number of EVs × 10^8^/ml). The percentage of VCAM-1–positive plasma EVs was determined using the number of EVs remaining after IgG control–magnetic bead incubation and the number of EVs remaining after anti-VCAM-1 incubation, as quantified by NTA.

### mRNA and miRNA.

mRNA was isolated from cells using RNeasy Plus Universal Kits (Qiagen) and reverse transcribed using Qiagen Onestep RT-PCR kits (Qiagen). mRNA levels were determined by quantitative PCR (qPCR) using TaqMan probes and reagents. The cyclophilin gene was used as a normalization control and experimental data were compared with EV-treated samples as described. A pathway focused RT^2^ Profiler PCR Array for Human Cell Motility array (Qiagen) was performed according to the manufacture’s instructions (GEO accession no. GSE101159). miRNAs were prepared using miRCURY Cells and Tissue RNA, Biofluids and Cell and Plant isolation kits, and Universal cDNA was synthesis kits II (Exiqon), and transcript levels were quantified using miRCURY LNA microRNA PCR, ExiLENT SYBR master mix with ready-to-use PCR, human panel I and II or cel-miR-39-3p, LNA control primer set kits (Exiqon) according to the manufacture’s protocol.

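The array's 5 reference genes were ACTB, B2M, GAPDH, HPRT1 and RPLP0, and their mean Ct ranged over 1.00 cycles in the 7 samples, from 20.7 in the basal EV sample numbered 1 to 21.7 in the IL-1β EV sample numbered 1. ACTB varied most, over 2.01 cycles, and the other reference genes varied by 1.00 to 1.02 cycles. The 3 reverse transcription control wells read 25.9 in 6 samples and 26.9 in the IL-1β EV sample numbered 2. The positive PCR control wells read 22.9 except for 2 wells at 21.9 in the basal EV sample numbered 1. The genomic DNA control reached a Ct of 35.9 in the control, 37.2 in the basal EV sample numbered 2 and 37.1 in the TNF-α EV sample numbered 2, and had no Ct in the other samples. All 643 Ct values under 36 had a decimal part between 0.868 and 0.970, control wells included. Of the 1681 differences between 2 samples at a target gene, 100% lay within 0.1 cycles of a whole number, against 20% for evenly spread decimals. Differences between these samples were thus resolved in steps of about 1 cycle, or 2-fold.

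**Figure D3:**
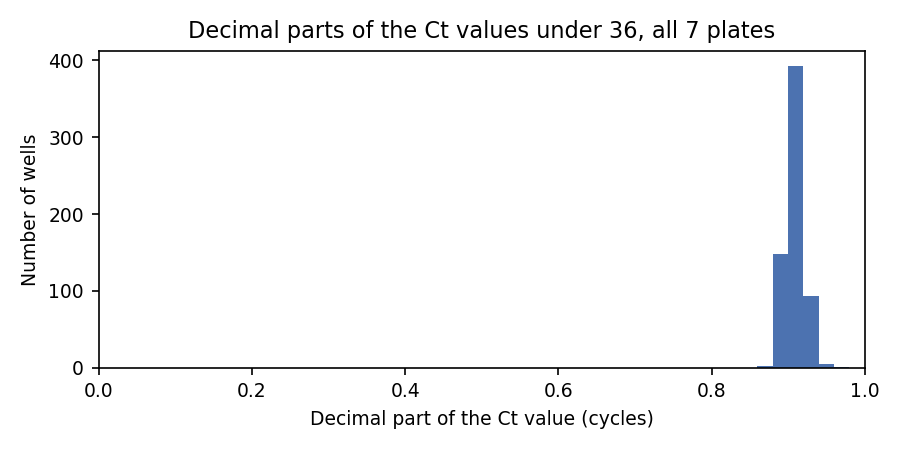
Number of wells (vertical axis) by the decimal part of the Ct value in cycles (horizontal axis), for the 643 values under 36 on the 7 plates. The values lie between 0.868 and 0.970.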

### miRNA analysis.

In order to separately measure the effects of time point and other variables on miRNA levels, we used an Elastic Net model with iterative fitting along a regularization path. This approach reduces the risk of overfitting by combining the penalties of the lasso and ridge methods and using cross-validation to choose a limited set of predictive variables (with a maximum of 10,000 iterations). EV density was log_2_ transformed to put it on an approximately comparable scale to Ct values. Missing Ct values were not used in the regressions (no imputation), and 24 of 32 (75%) or more of the samples were required to have a measurement. We used the “linear_model.ElasticNetCV” function from scikit-learn. The explained variable was Ct, and the predictor variables were time point (acute or follow-up), patient ID, log_2_ transformed EV density, sex, age, smoker status (1 = smokers, 0.5 = ex-smokers, 0 = nonsmokers), and grams of infarct size. We report here all miRNAs in which the models included time point and where the absolute value of the difference in Ct was greater than or equal to 0.75, as we found that this set was robust to the choice of which clinical measurements were provided to the algorithm as predictor variables, while there was some fluctuation of inclusion among the miRNAs with smaller effect sizes (miRNAs with larger effect sizes were stably reproducible both in terms of inclusion and effect size, regardless of predictor variables provided).

### Ingenuity pathway analysis and GO ontology analysis.

To better understand the role of identified miRNAs in biological pathways, we undertook Ingenuity Pathway Analysis (IPA; https://www.qiagenbioinformatics.com/). Differentially expressed miRNA IDs and expression data (percentage change from the linear elastic model) were imputed to IPA as previously described (68) for miRNA-mRNA target interactions. miRNA-mRNA target interactions were filtered for experimentally observed data, highly and moderately predicted interactions, and pathways listed in IPA. Identified mRNA targets were subjected to core analysis. Furthermore, miRNA-mRNA targets identified by IPA were imputed to GO (http://geneontology.org/) to generate GO terms for biological processes and ranked by fold enrichment.

### Fluorescent immunocytochemistry.

For EV uptake studies, cells (THP-1 PMA-treated monocytes or RAW 264.7) were incubated in exosome-depleted RPMI-1640 supplemented with 2% FBS for a further 24 hours. EVs generated from EC cultures were labeled with PKH67 (Sigma-Aldrich), and macrophages were treated with PKH67-labeled EVs (Green) for specified times. Cell culture media were removed at each time point, and cells were washed in sterile PBS and then fixed using 4% PFA. F-actin was visualized using TRITC-Phalloidin (RED) (Invitrogen). Cells were mounted in glycerol mounting medium with DAPI and DABCO (Blue) (Abcam). Images were acquired using a Zeiss LSM 710 laser-scanning confocal microscope.

### Chemotaxis studies.

Chemotaxis studies were performed using a modified Boyden chamber assay using Neuro Probe ChemoTx plates (Receptor Technologies) with an 8-μm pore size and 20,000–40,000 cells per well, as previously described (69). THP-1 and RAW 264.7 cells were placed above the membrane with and without EC-EVs. The lower well contained media with or without 50 nM recombinant MCP-1 (R&D Systems). The plates were incubated for 90 minutes in a humidified atmosphere of 95% air/5% CO_2_ at 37°C. Following incubation, remaining cells were removed by washing, and the membrane was fixed in 4% PFA for 10 minutes. The membrane was mounted onto slides using DAPI-staining mounting medium (ThermoFisher Scientific). Cell migration was quantified by taking 4 images under a fluorescent microscope (×20 objective) from each well, after which an average was obtained. Stained nuclei were counted using ImageJ software (NIH). Data were normalized to the migration of cells to control media and expressed as fold change (cell migration index).

### Biodistribution of EV.

s.END1 EC-EVs were labeled with *C*. *elegans cel*-miR-39-3p transcript (Exiqon) using an exosomal transfection kit (Exo-Fect, System Bioscience) according to the manufacture’s instructions. EC-EVs were then washed by ultracentrifuging at 120,000 *g* for 120 minutes in 13 ml PBS. Labeled EC-EVs were injected into mice by tail vein injection at a concentration of 1 × 10^9^ EVs, and tissues of interest harvested. Tissues were perfused with heparinized PBS (10 ml) through insertion of a 25-gauge needle into the left ventricle. Tissues and plasma were harvested and snap frozen for qPCR analysis; harvested tissues were mechanically homogenized. To determine the uptake of labeled EVs by resident splenic cell populations (splenic monocytes vs. splenic ECs) isolated spleens were dissociated and splenocytes were incubated with anti-CD31 –conjugated (clone MEC 13.3, BD Pharmingen) magnetic beads (sheep anti-rat IgG Dynabeads, Invitrogen) to isolate splenic ECs as previously described (70). The resultant supernatant containing unbound cells was enriched for monocyte populations using EasySep (Stemcell Technologies) as previously described (1). Isolated cells were lysed and prepared for miRNA RT-qPCR.

### Monocyte FACS analysis.

EC-EVs were injected into mice by tail vein injection at a concentration of 1 × 10^9^ EVs. Blood was collected by cardiac puncture in K2-EDTA–coated tubes 2 hours after injection and lysed using a red blood cell (RBC) lysis solution at room temperature for 10 minutes. Similarly, spleen was disassociated with a sterile cell strainer (70 μm) and RBCs were lysed. Bone marrow cells were flushed from the femur and tibia with PBS. Cells (PBMCs, bone marrow, and splenocytes) were isolated by centrifugation and resuspended in a FACS buffer (PBS plus 2% FBS).

5 × 10^5^ to 2 × 10^6^ cells were plated on either V-bottomed or U-bottomed 96-well plates. The cells were washed twice with 150 μl FACS buffer (PBS plus 0.1% BSA plus 1 mM EDTA plus 0.01% sodium azide) at 400 *g* for 3 minutes 4°C. Cells were then Fc blocked for 10 minutes with αCD16/CD32 (BD) 1:100 in 20 μl FACS buffer at room temperature followed by washing once in 150 μl FACS buffer. Fixable Viability Dye eFluor 780 (ThermoFisher) and primary extracellular antibodies (Supplemental Table 1) were added at indicated concentrations for 20 minutes at 4°C in 20 μl FACS buffer in the dark. Labeled cells were then washed twice with 150 μl FACS buffer. Cells were then fixed for 30 minutes in 50 μl Cytofix (BD), washed twice with 150 μl FACS buffer, and resuspended in 200 μl FACS buffer before acquisition.

CompBeads (BD) were used to prepare single-stained controls as per the manufacturer’s instructions to set up fluorophore compensation. Fluorescence minus one controls were used to set gates for cell populations. Labeled cells were acquired using either an LSR II (BD) or Fortessa X20 (BD) flow cytometer using FACSDiva (BD). Data were analyzed using Flowjo (Treestar Inc.) software. After doublet and size exclusion Ly6C^hi^ monocytes were defined as live, CD45^+^, CD11b^+^, Ly6G^–^, Siglec, F^–^, MHC II^–^, Ly6C^+^.

### Statistics.

Data are expressed as group mean ± SEM. Within and between experimental group differences were compared using 2-tailed Student’s *t* tests and 1-way ANOVA with post-hoc Bonferroni correction when significant differences were found. Associations between plasma EVs were tested using Pearson correlation coefficients in the software package GraphPad Prism (version 5). Values were considered significant at *P* < 0.05.

### Study approval.

All clinical investigations were conducted in accordance with the Declaration of Helsinki. The Oxfordshire Research Ethics Committee (references 08/H0603/41 and 11/SC/0397) approved human clinical cohort protocols. All patients provided informed written consent for inclusion in the study. All animal procedures were approved by an ethical review committee at the University of Oxford, and experimental interventions were carried out by UK Home Office personal licence holders under the authority of a Home Office project licence.

## Author contributions

NA isolated, characterized, and utilized all mouse-derived EVs in described experiments. JED isolated, characterized, and utilized all human-derived EVs in described experiments. TJC and ALC prepared and analyzed FACS preparations. ANT assisted with cell migration experiments and EV isolations. SS assisted with Western blot preparations. NR isolated primary cardiomyocytes. EJ and AAA prepared and imaged EVs by TEM. RAD assisted with NTA. KMC and SD assisted with miRNA analysis. PRR and DCA led animal investigations. NA, JED, RPC, DCA, KMC, IAU, and PRR conceived the study; participated in its design and coordination; and helped to draft the manuscript. LE, EM, MR, and DRG assisted with experimentation. KZ assisted with image analysis for chemotaxis studies All authors read the final version of the manuscript and approved its submission.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
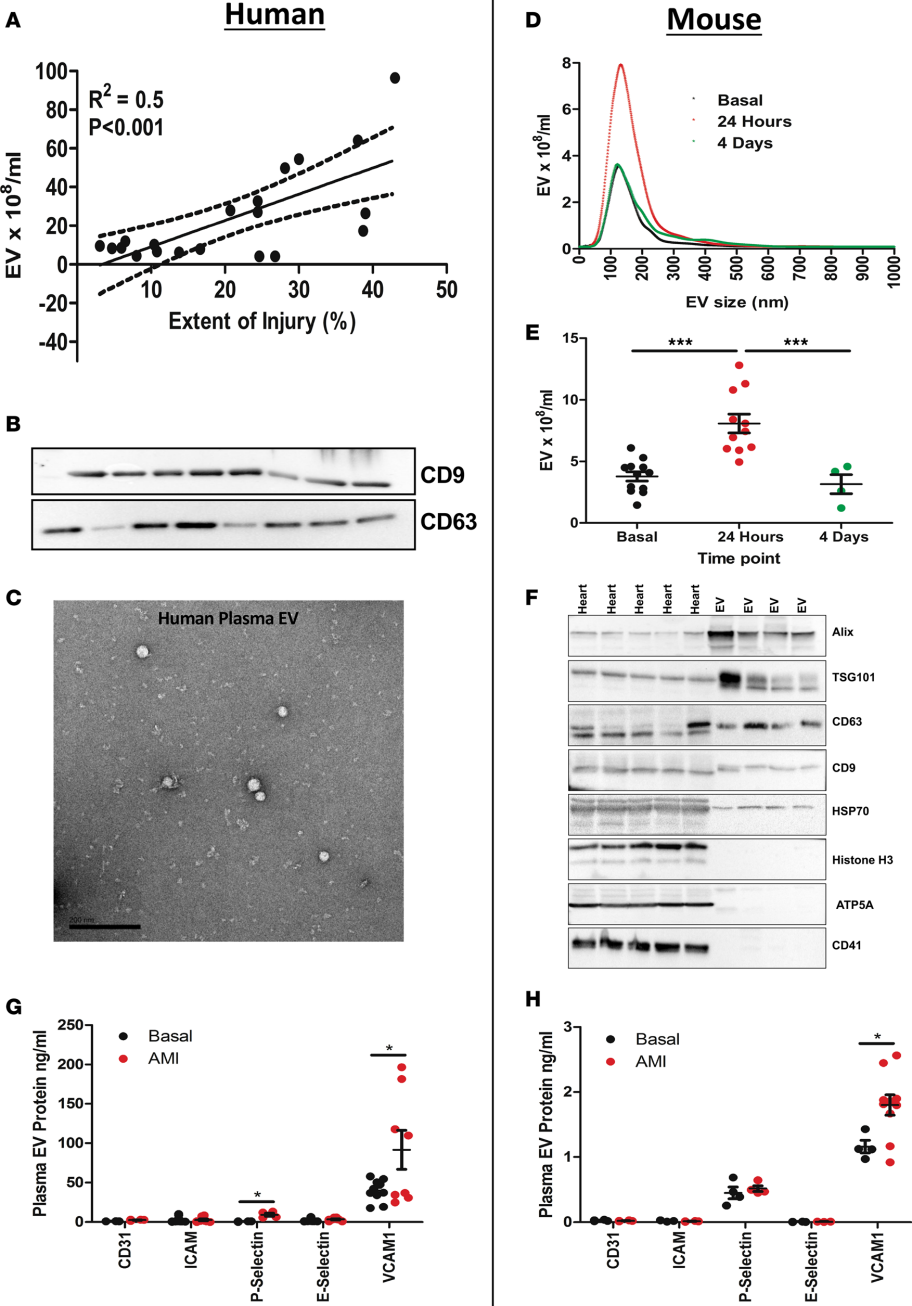
Circulating plasma EV concentration increase with myocardial ischemic injury. (**A**) Pearson correlation between the number of plasma extracellular vesicles (EVs, 10^8^/ml) and the degree of ischemic injury in humans (*n* = 22) in acute myocardial infarction (AMI). (**B**) Western blot analysis of human plasma EVs for CD9 and CD63. (**C**) TEM of human plasma EVs. Scale bar: 200 nm. (**D** and **E**) Nanoparticle tracking analysis of plasma EVs from wild-type mice subjected to experimental AMI (24 hours) (*n* = 11–12). (**F**) Western blot analysis of mouse plasma EVs for ALIX, TSG101, CD63, CD9, Hsp70, ATP5A, histone H3, and CD41. (**G**) Human (*n* = 8–24) and (**H**) mouse (*n* = 8–13) plasma EV surface markers, CD31, ICAM-1, P selectin, E selectin, and VCAM-1. Values are group mean ± SEM. One-way ANOVA with post-hoc Bonferroni correction or unpaired *t* test. *P < 0.05, ***P < 0.01.

**Figure 2:**
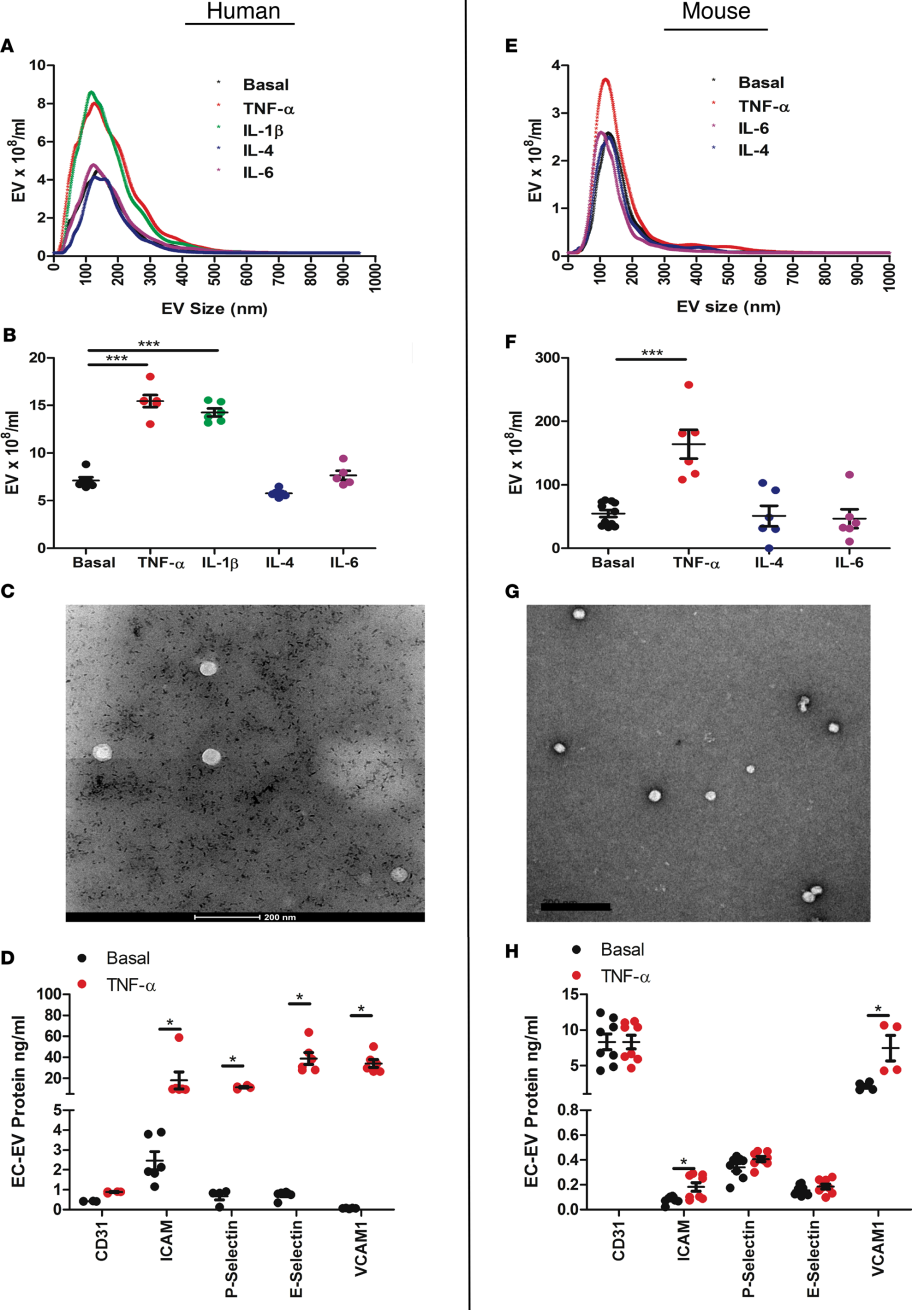
Endothelial cells increase EV release after proinflammatory cytokine stimulation. (**A** and **B**) Nanoparticle tracking analysis (NTA) of human umbilical vein endothelial cell–derived (HUVEC-derived) extracellular vesicles (EVs) released under basal and inflammatory stimulated conditions: TNF-α, IL-1β, IL-4, and IL-6 (*n* = 5–6). (**C**) TEM of HUVEC EVs. Scale bar: 200 nm. (**D**) HUVEC EV surface markers ICAM-1, VCAM-1, P selectin, and E selectin under basal and inflammatory conditions (*n* = 4–16 per group). (**E** and **F**) NTA of sEND.1 EVs released under basal and inflammatory-stimulated conditions: TNF-α, IL-4, and IL-6 (*n*= 5–11). (**G**) TEM of sEND.1 EVs. Scale bar: 200 nm. (**H**) s.END1 EV surface markers ICAM-1, VCAM-1, P selectin, and E selectin under basal and inflammatory conditions (*n* = 4–8 per group). Values are group mean ± SEM. (**A**, **B**, **E**, and **F**) One-way ANOVA with post-hoc Bonferroni correction or (**D** and **H**) unpaired *t* test. *P < 0.05, ***P < 0.001.

**Figure 3:**
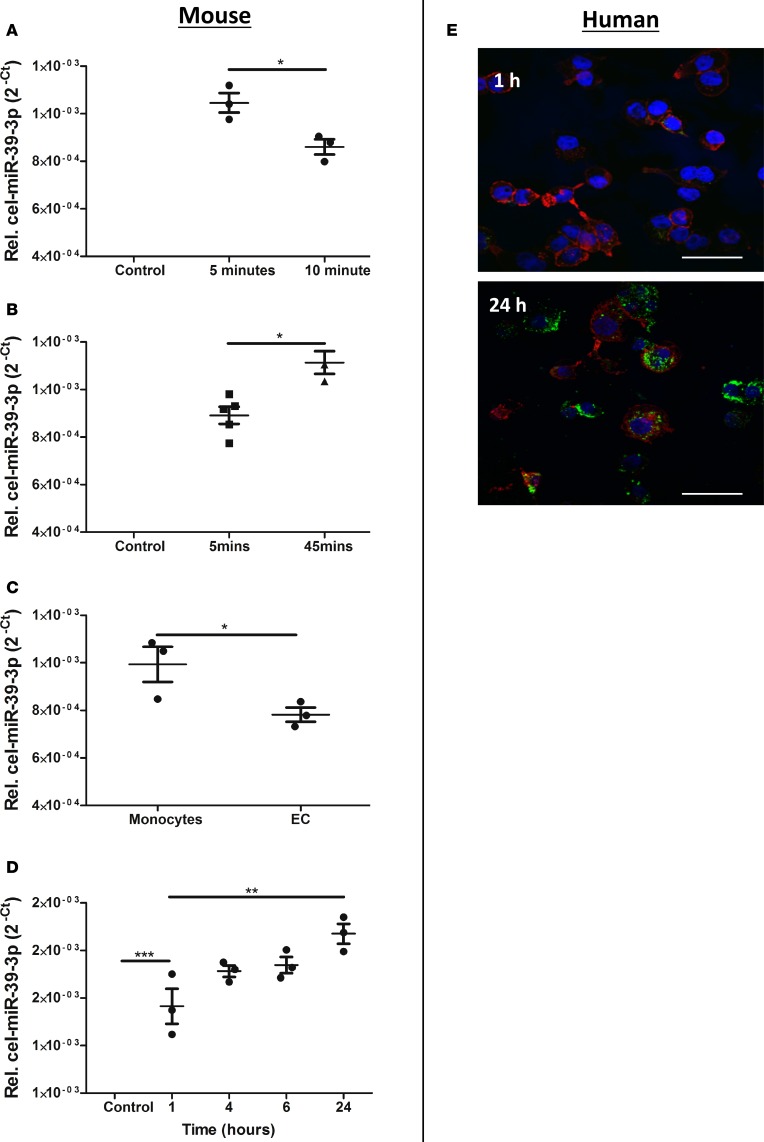
EC-EVs are taken up by monocytes. (**A**) Tail vein–injected endothelial cell–derived extracellular vesicles (EC-EVs) transfected with cel-miR39 in mouse blood, (**B**) spleen, and (**C**) splenic monocytes (*n* = 3–5). (**D**) EC-EVs transfected with cel-miR39 uptake by RAW264.7 cells. (**E**) PKH67-labeled (green) HUVEC-derived EVs accumulate THP-1 monocyte-derived macrophages (scale bar: 100 μm) (red: F-actin [Phalloidin], nucleus [DAPI: blue]). Group values are 2^–Ct^ (group mean ± SEM). Unpaired 2-tailed *t* test. *P < 0.05, **P < 0.01.

**Figure 4:**
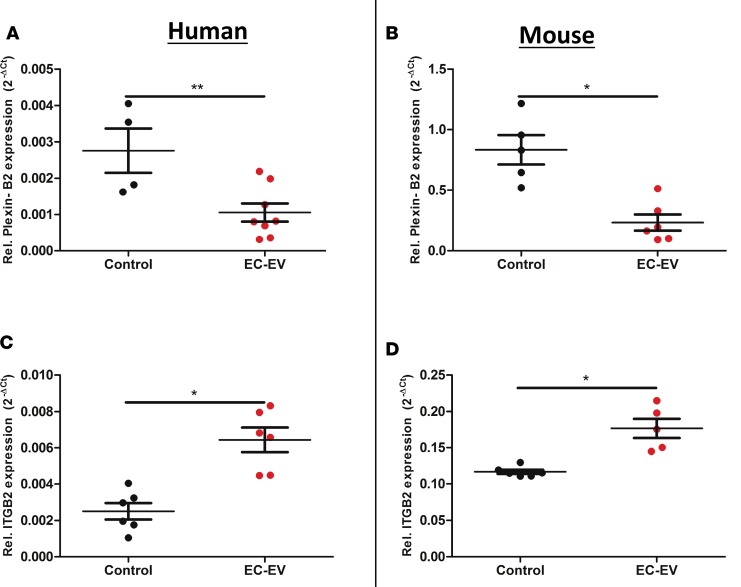
EC-EVs alter mRNA expression in monocytes. (**A**) Plexin-B2 mRNA in THP-1 cells exposed to HUVEC EVs and (**B**) in RAW264.7 cell exposed to s.END1 EVs. (**C**) THP-1 cells and (**D**) RAW264.7 cells show altered relative mRNA expression for ITGB2 after EC-EV exposure. Values are normalized to cyclophilin. Group mean ± SEM 2^-ΔCt^. Unpaired *t* test (*n* = 4–8). *P < 0.05, **P < 0.01.

**Figure 5:**
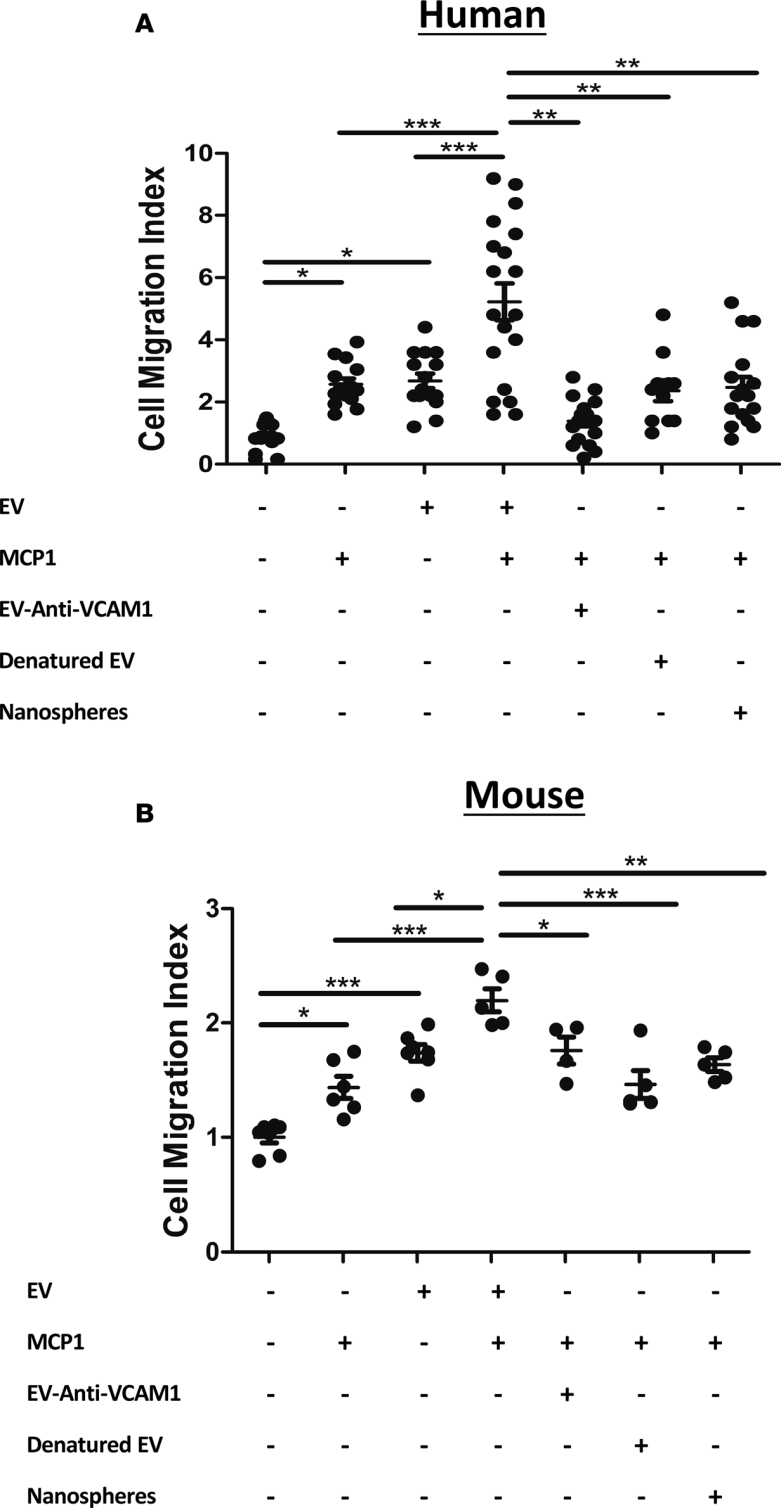
EC-EVs enhance monocyte chemotaxis. Inflammatory HUVEC and sEND.1 EVs enhance (**A**) THP-1 monocyte and (**B**) RAW264.7 monocyte chemotaxis to MCP-1 (50 nM), respectively, an interaction mediated through VCAM-1 (*n* = 4–19 per group). Grouped values are mean ± SEM. One-way ANOVA with post-hoc Bonferroni correction. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
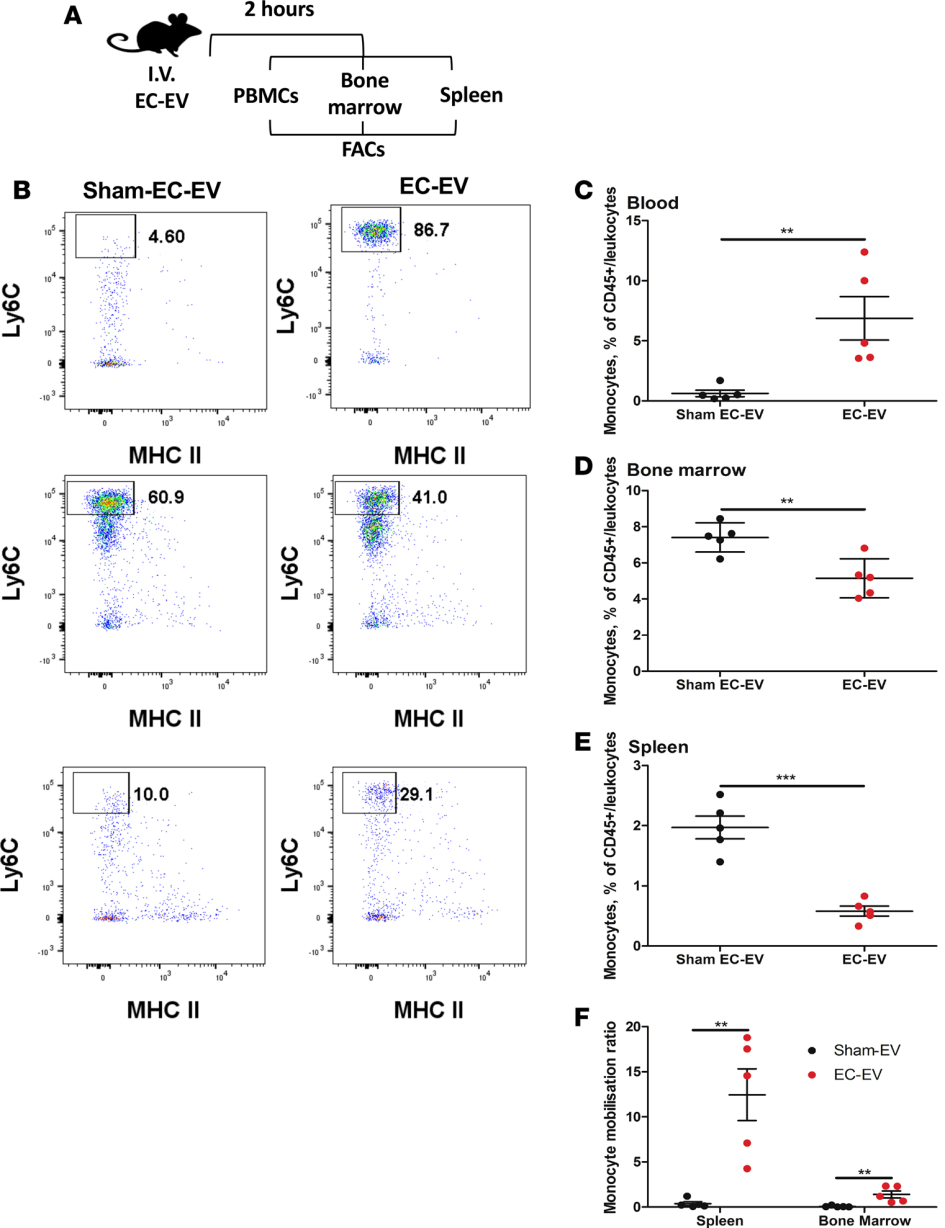
EC-EVs mobilize splenic monocytes. (**A**) EC-EVs were tail vein injected into wild-type mice, and monocyte number was quantified by (**B**) FACS analysis in (**C**) peripheral blood, (**D**) bone marrow, and (**E**) spleen. (**F**) Monocyte mobilization ratio in mice treated with EC-EVs. Values are the percentage of CD45^+^ monocytes (mean ± SEM). Unpaired *t* test (*n* = 5 per group). **P < 0.01, ***P < 0.001.

**Table 3:**
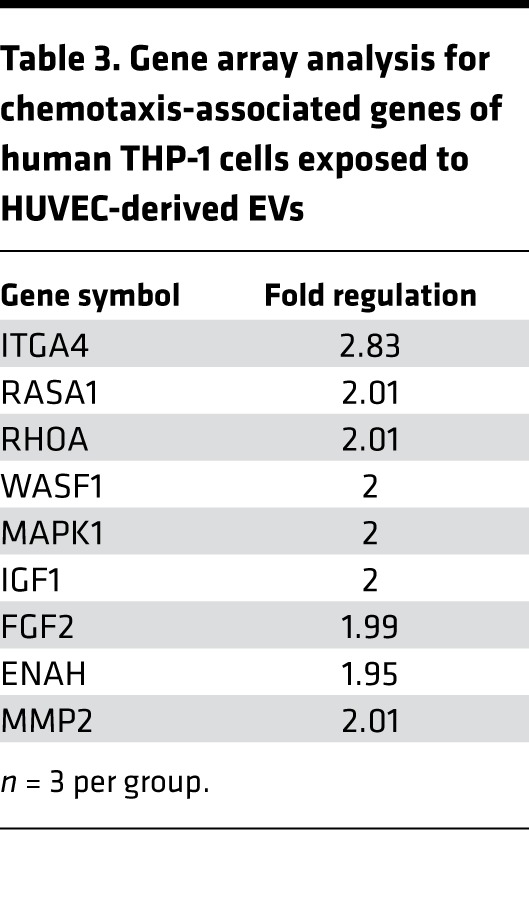
Gene array analysis for chemotaxis-associated genes of human THP-1 cells exposed to HUVEC-derived EVs

**Table 2:**
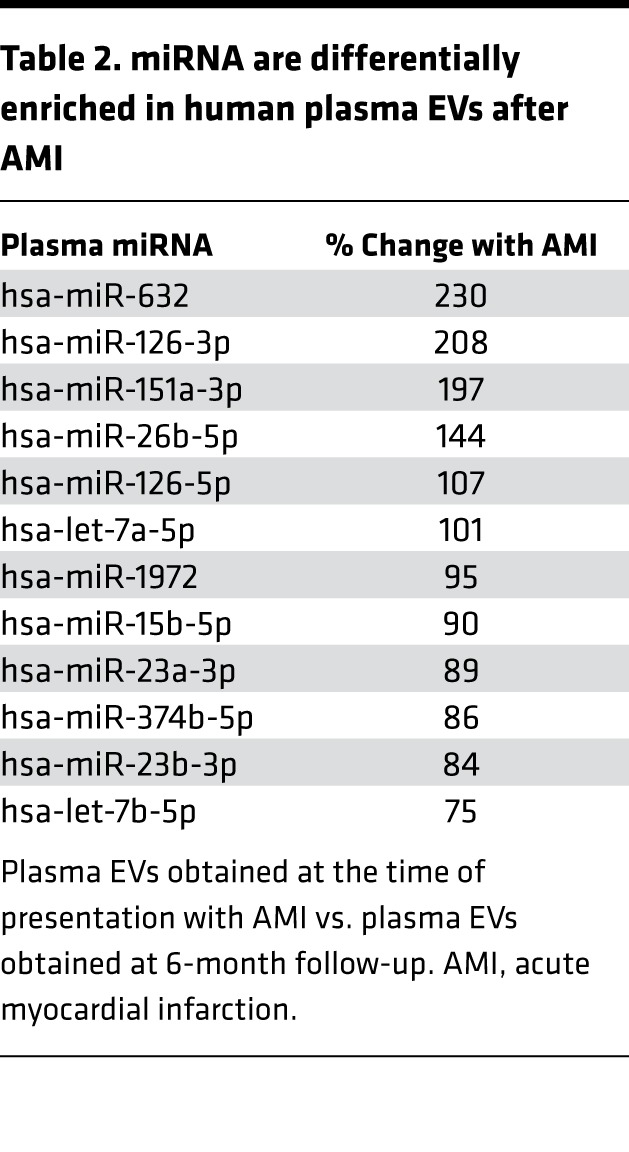
miRNA are differentially enriched in human plasma EVs after AMI

**Table 1:**
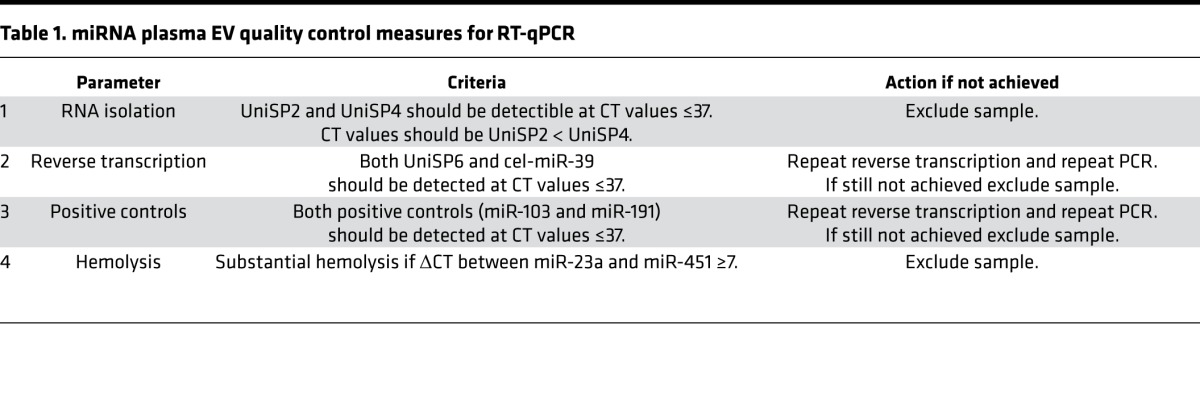
miRNA plasma EV quality control measures for RT-qPCR

## References

[1] Ruparelia N (2015). Acute myocardial infarction activates distinct inflammation and proliferation pathways in circulating monocytes, prior to recruitment, and identified through conserved transcriptional responses in mice and humans. Eur Heart J.

[2] Swirski FK (2009). Identification of splenic reservoir monocytes and their deployment to inflammatory sites. Science.

[3] Panizzi P (2010). Impaired infarct healing in atherosclerotic mice with Ly-6C(hi) monocytosis. J Am Coll Cardiol.

[4] Nahrendorf M (2007). The healing myocardium sequentially mobilizes two monocyte subsets with divergent and complementary functions. J Exp Med.

[5] Leuschner F (2011). Therapeutic siRNA silencing in inflammatory monocytes in mice. Nat Biotechnol.

[6] Majmudar MD (2013). Monocyte-directed RNAi targeting CCR2 improves infarct healing in atherosclerosis-prone mice. Circulation.

[7] Leuschner F (2010). Angiotensin-converting enzyme inhibition prevents the release of monocytes from their splenic reservoir in mice with myocardial infarction. Circ Res.

[8] Leuschner F (2010). Angiotensin-converting enzyme inhibition prevents the release of monocytes from their splenic reservoir in mice with myocardial infarction. Circ Res.

[9] Grisanti LA (2016). Leukocyte-expressed β2-adrenergic receptors are essential for survival after acute myocardial injury. Circulation.

[10] Potteaux S, Tedgui A (2015). Monocytes, macrophages and other inflammatory mediators of abdominal aortic aneurysm. Curr Pharm Des.

[11] Pironti G (2015). Circulating exosomes induced by cardiac pressure overload contain functional angiotensin II type 1 receptors. Circulation.

[12] Salido-Guadarrama I, Romero-Cordoba S, Peralta-Zaragoza O, Hidalgo-Miranda A, Rodríguez-Dorantes M (2014). MicroRNAs transported by exosomes in body fluids as mediators of intercellular communication in cancer. Onco Targets Ther.

[13] Sluijter JP, Verhage V, Deddens JC, van den Akker F, Doevendans PA (2014). Microvesicles and exosomes for intracardiac communication. Cardiovasc Res.

[14] Kowal J, Tkach M, Théry C (2014). Biogenesis and secretion of exosomes. Curr Opin Cell Biol.

[15] Sandvig K, Llorente A (2012). Proteomic analysis of microvesicles released by the human prostate cancer cell line PC-3. Mol Cell Proteomics.

[16] Mittelbrunn M (2011). Unidirectional transfer of microRNA-loaded exosomes from T cells to antigen-presenting cells. Nat Commun.

[17] Villarroya-Beltri C, Gutiérrez-Vázquez C, Sánchez-Madrid F, Mittelbrunn M (2013). Analysis of microRNA and protein transfer by exosomes during an immune synapse. Methods Mol Biol.

[18] Valadi H, Ekström K, Bossios A, Sjöstrand M, Lee JJ, Lötvall JO (2007). Exosome-mediated transfer of mRNAs and microRNAs is a novel mechanism of genetic exchange between cells. Nat Cell Biol.

[19] Cui Y (2011). Overexpression of sterol carrier protein 2 in patients with hereditary cholesterol gallstones. BMC Gastroenterol.

[20] Deregibus MC (2007). Endothelial progenitor cell derived microvesicles activate an angiogenic program in endothelial cells by a horizontal transfer of mRNA. Blood.

[21] van Balkom BW, Eisele AS, Pegtel DM, Bervoets S, Verhaar MC (2015). Quantitative and qualitative analysis of small RNAs in human endothelial cells and exosomes provides insights into localized RNA processing, degradation and sorting. J Extracell Vesicles.

[22] Chakrabortty SK, Prakash A, Nechooshtan G, Hearn S, Gingeras TR (2015). Extracellular vesicle-mediated transfer of processed and functional RNY5 RNA. RNA.

[23] Halkein J (2013). MicroRNA-146a is a therapeutic target and biomarker for peripartum cardiomyopathy. J Clin Invest.

[24] de Vrij J (2015). Glioblastoma-derived extracellular vesicles modify the phenotype of monocytic cells. Int J Cancer.

[25] Lai CP (2014). Dynamic biodistribution of extracellular vesicles in vivo using a multimodal imaging reporter. ACS Nano.

[26] Imai T (2015). Macrophage-dependent clearance of systemically administered B16BL6-derived exosomes from the blood circulation in mice. J Extracell Vesicles.

[27] Dignat-George F, Boulanger CM (2011). The many faces of endothelial microparticles. Arterioscler Thromb Vasc Biol.

[28] Combes V (1999). In vitro generation of endothelial microparticles and possible prothrombotic activity in patients with lupus anticoagulant. J Clin Invest.

[29] Zhang H (2009). Role of TNF-alpha in vascular dysfunction. Clin Sci.

[30] Saunderson SC, Dunn AC, Crocker PR, McLellan AD (2014). CD169 mediates the capture of exosomes in spleen and lymph node. Blood.

[31] Wang S (2008). The endothelial-specific microRNA miR-126 governs vascular integrity and angiogenesis. Dev Cell.

[32] Harris TA, Yamakuchi M, Ferlito M, Mendell JT, Lowenstein CJ (2008). MicroRNA-126 regulates endothelial expression of vascular cell adhesion molecule 1. Proc Natl Acad Sci USA.

[33] Roney KE (2011). Plexin-B2 negatively regulates macrophage motility, Rac, and Cdc42 activation. PLoS ONE.

[34] Meerschaert J, Furie MB (1995). The adhesion molecules used by monocytes for migration across endothelium include CD11a/CD18, CD11b/CD18, and VLA-4 on monocytes and ICAM-1, VCAM-1, and other ligands on endothelium. J Immunol.

[35] Foster GA (2015). CD11c/CD18 signals very late antigen-4 activation to initiate foamy monocyte recruitment during the onset of hypercholesterolemia. J Immunol.

[36] Tiisala S, Hakkarainen M, Majuri ML, Mattila PS, Mattila P, Renkonen R (1993). Down-regulation of monocytic VLA-4 leads to a decreased adhesion to VCAM-1. FEBS Lett.

[37] Chuluyan HE, Issekutz AC (1993). VLA-4 integrin can mediate CD11/CD18-independent transendothelial migration of human monocytes. J Clin Invest.

[38] Yáñez-Mó M (2015). Biological properties of extracellular vesicles and their physiological functions. J Extracell Vesicles.

[39] Cybulsky MI (2001). A major role for VCAM-1, but not ICAM-1, in early atherosclerosis. J Clin Invest.

[40] Dansky HM (2001). Adhesion of monocytes to arterial endothelium and initiation of atherosclerosis are critically dependent on vascular cell adhesion molecule-1 gene dosage. Arterioscler Thromb Vasc Biol.

[41] Ozaki K (2002). Functional SNPs in the lymphotoxin-alpha gene that are associated with susceptibility to myocardial infarction. Nat Genet.

[42] Radecke CE, Warrick AE, Singh GD, Rogers JH, Simon SI, Armstrong EJ (2015). Coronary artery endothelial cells and microparticles increase expression of VCAM-1 in myocardial infarction. Thromb Haemost.

[43] Feng D (2010). Cellular internalization of exosomes occurs through phagocytosis. Traffic.

[44] Hoshino A (2015). Tumour exosome integrins determine organotropic metastasis. Nature.

[45] Lespagnol A (2008). Exosome secretion, including the DNA damage-induced p53-dependent secretory pathway, is severely compromised in TSAP6/Steap3-null mice. Cell Death Differ.

[46] Théry C (2011). Exosomes: secreted vesicles and intercellular communications. F1000 Biol Rep.

[47] Di Muzio A (2003). Hepatitis C virus infection and myositis: a virus localization study. Neuromuscul Disord.

[48] Song J, Chen X, Wang M, Xing Y, Zheng Z, Hu S (2014). Cardiac endothelial cell-derived exosomes induce specific regulatory B cells. Sci Rep.

[49] Liu G, Abraham E (2013). MicroRNAs in immune response and macrophage polarization. Arterioscler Thromb Vasc Biol.

[50] Urbich C, Kuehbacher A, Dimmeler S (2008). Role of microRNAs in vascular diseases, inflammation, and angiogenesis. Cardiovasc Res.

[51] Yamakuchi M (2012). MicroRNAs in Vascular Biology. Int J Vasc Med.

[52] Zernecke A (2012). MicroRNAs in the regulation of immune cell functions--implications for atherosclerotic vascular disease. Thromb Haemost.

[53] Boon RA, Dimmeler S (2014). MicroRNA-126 in atherosclerosis. Arterioscler Thromb Vasc Biol.

[54] Schober A (2014). MicroRNA-126-5p promotes endothelial proliferation and limits atherosclerosis by suppressing Dlk1. Nat Med.

[55] Salvucci O (2012). MicroRNA126 contributes to granulocyte colony-stimulating factor-induced hematopoietic progenitor cell mobilization by reducing the expression of vascular cell adhesion molecule 1. Haematologica.

[56] Du JY, Wang LF, Wang Q, Yu LD (2015). miR-26b inhibits proliferation, migration, invasion and apoptosis induction via the downregulation of 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase-3 driven glycolysis in osteosarcoma cells. Oncol Rep.

[57] Kim E, Yang J, Beltran CD, Cho S (2014). Role of spleen-derived monocytes/macrophages in acute ischemic brain injury. J Cereb Blood Flow Metab.

[58] Singhal AK, Symons JD, Boudina S, Jaishy B, Shiu YT (2010). Role of endothelial cells in myocardial ischemia-reperfusion injury. Vasc Dis Prev.

[59] Gao E (2010). A novel and efficient model of coronary artery ligation and myocardial infarction in the mouse. Circ Res.

[60] Cvjetkovic A, Lötvall J, Lässer C (2014). The influence of rotor type and centrifugation time on the yield and purity of extracellular vesicles. J Extracell Vesicles.

[61] Dubuc G (2004). Statins upregulate PCSK9, the gene encoding the proprotein convertase neural apoptosis-regulated convertase-1 implicated in familial hypercholesterolemia. Arterioscler Thromb Vasc Biol.

[62] Théry C, Amigorena S, Raposo G, Clayton A (2006). Isolation and characterization of exosomes from cell culture supernatants and biological fluids. Curr Protoc Cell Biol.

[63] Lötvall J (2014). Minimal experimental requirements for definition of extracellular vesicles and their functions: a position statement from the International Society for Extracellular Vesicles. J Extracell Vesicles.

[64] Williams RL, Risau W, Zerwes HG, Drexler H, Aguzzi A, Wagner EF (1989). Endothelioma cells expressing the polyoma middle T oncogene induce hemangiomas by host cell recruitment. Cell.

[65] Louch WE, Sheehan KA, Wolska BM (2011). Methods in cardiomyocyte isolation, culture, and gene transfer. J Mol Cell Cardiol.

[66] Lomas O, Brescia M, Carnicer R, Monterisi S, Surdo NC, Zaccolo M (2015). Adenoviral transduction of FRET-based biosensors for cAMP in primary adult mouse cardiomyocytes. Methods Mol Biol.

[67] McAteer MA (2007). In vivo magnetic resonance imaging of acute brain inflammation using microparticles of iron oxide. Nat Med.

[68] Shvedova AA, Yanamala N, Kisin ER, Khailullin TO, Birch ME, Fatkhutdinova LM (2016). Integrated analysis of dysregulated ncRNA and mRNA expression profiles in humans exposed to carbon nanotubes. PLoS One.

[69] Gaceb A, Martinez MC, Andriantsitohaina R (2014). Extracellular vesicles: new players in cardiovascular diseases. Int J Biochem Cell Biol.

[70] Sobczak M, Dargatz J, Chrzanowska-Wodnicka M (2010). Isolation and culture of pulmonary endothelial cells from neonatal mice. J Vis Exp.

How the deposited data were processed for this re-analysis (not part of the article)

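Quantitative PCR on the Qiagen human cell motility array was analysed for 7 samples of THP-1 cells, 1 control and 2 each exposed to basal, TNF-α and IL-1β EVs from HUVECs. Conditions and numbers were taken from the sample labels and the paper. The other experiments of the paper were not analysed here.

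The authors deposited 3 tables. The first holds raw Ct values, without normalization, and the paper's text does not name the threshold or baseline settings. The second holds values that the authors normalized to the 5 reference genes. Its values equal the square of ΔCt at 588 of 588 values when rounding of the Ct values by 0.01 cycles is allowed for, and 0 equal 2 to the power of −ΔCt. This limit was set after a first comparison with a fixed difference of 0.01, which 308 of the 588 values met; the largest difference was 0.219. The square loses the sign of ΔCt, which was negative for 6 values in 5 genes. The third holds the authors' deposited ratios (fold changes) of test to control in 6 columns, and these were only checked against the second table. The design had foreseen normalized values as an expression measure, so their square root was taken as ΔCt in the alternative that uses them.

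Ct values above 35 or undetermined were set to 35, the mean Ct of ACTB, B2M, GAPDH, HPRT1 and RPLP0 was subtracted, and −ΔCt was used as the log2 scale. Comparisons with the single control had no test. They give the mean and SD over the EV samples and the number of genes at least 2-fold from the control. EV conditions were compared with limma 3.58.1 (R 4.3.3; lmFit and eBayes) on −ΔCt of all 7 samples in 4 groups, two-sided, with Benjamini-Hochberg adjustment over 84 genes. The prior degrees of freedom were 3.24 and the residual ones 3. The fit was run on 20 simulated tables of 84 genes, in which 20 genes were changed by a log2 value of 3. There 76.3% of changed genes were recovered and 3.68% of calls were unchanged genes. The simulated noise was normal and independent, without steps of about 1 cycle or a difference shared by a number. The largest difference found between EV conditions was -1.60 on the log2 scale, so the simulation does not give the power for changes of the size found. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the other steps. Gene symbols were paired with the array's RefSeq identifiers through the annotation of GRCh38.p14, which matched 84 of 84 target identifiers; no coordinates are given because the tables name no genome build.

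The single well per gene and the steps of about 1 cycle limit the precision of each value to about 2-fold, and technical error within a sample is unknown. The labels number the EV samples, and it was checked whether the numbers pair them. Across genes, which are not independent replicates, the difference between the samples numbered 2 and 1 correlated at 0.67 between basal and TNF-α EVs, 0.66 between basal and IL-1β EVs and 0.83 between TNF-α and IL-1β EVs, so the numbers were taken as pairs. The control has no number.

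The genes named in the text were fixed before the data were examined. They are the genes the paper names for the array, the reference genes, the 5 largest rises and 5 largest falls after TNF-α EVs among genes with a mean Ct under 30 and the same direction in both samples (4 falls met this), and the 3 genes with the smallest p in each limma comparison. Some results under this rule are not reported here. Genes named outside this rule are marked as chosen after their values were seen. PLXNB2, CCR7 and IL6 were looked for and 0 of them paired with an identifier of the array. Alternatives covered the authors' normalized values, each reference gene alone, the mean of the target genes with a mean Ct under 30 as the reference, no limit on Ct, a limit of 32, only genes with a mean Ct under 30, a threshold of 1.5-fold, each EV sample left out, the replicate number as a block and a trend with mean Ct in limma. A further 2 alternatives were chosen after seeing the data.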

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

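All tests in this part were chosen after the results were seen. The genes below were found in the mean over the 6 EV samples against the control and are not discussed in the paper. MMP9 had a mean log2 fold change of 4.50, PLAUR 1.66, MET 1.51, MMP14 1.33, VIM 1.33, SRC 1.33 and PTK2 1.00. PLCG1 had -1.01 and EGF -1.03. EGF lay near the limit of 35, with a mean Ct of 34.0, and was set to it in the basal EV sample numbered 2. There is 1 control sample, so none of these changes was tested against an error of the control.

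For most of the genes that rose, the change lay in the EV samples numbered 2. MMP9 was at 8.59, 9.20 and 8.59 on the log2 scale in the basal, TNF-α and IL-1β EV samples numbered 2, and at -0.19, 0.00 and 0.80 in those numbered 1. On average over the 3 EV conditions, 8 genes were higher by at least 2 cycles in the samples numbered 2 than in those numbered 1 and 0 were lower. They were MMP9, MET, RND3, PLAUR, SRC, MMP14, VIM and IGF1. PTK2 did not follow this pattern. It was higher than the control in all 6 EV samples, from 0.59 to 1.61, with the mean of the 5 reference genes, but not with ACTB or B2M alone, where the IL-1β EV sample numbered 2 was at -0.03 and 0.00.

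The cytokine given to the HUVECs was argued against as the source of this pattern, because 12.3% of the sum of squares among the 6 EV samples lay between EV conditions and 69.2% between the 2 numbers (17.3% and 56.7% without MMP9). A difference in template amount or in the reference genes was argued against too, because one factor per sample would move all genes alike, whereas the SD across genes of the difference between the numbers was 1.40 (1.08 without MMP9). A difference between the 2 numbered sets that the EV conditions share is a candidate explanation, since the lowest correlation across genes between the differences of 2 conditions was 0.665 (0.503 without MMP9). The labels do not say what the numbers stand for, and culture, day, differentiation state and plate were not tested. An effect of the EVs that arose in one set stays open as a biological explanation. In the mean of the EV samples numbered 1, 0 genes were 2-fold from the control. As the control has no number, EV exposure itself in one of the sets and a difference between the sets cannot be told apart.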

How the results depend on the processing

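The alternatives were set before the data were examined, except where stated. The counts of genes at least 2-fold from the control depended on the reference gene. Normalization to RPLP0 alone gave 37 genes for TNF-α EVs (11 in the reported setting) and 30 for basal EVs (14). ACTB alone gave 30 for basal EVs, with 4 higher and 26 lower. GAPDH alone gave 28 for basal EVs and 19 for IL-1β EVs (10), and HPRT1 alone gave 27 (24 higher and 3 lower) and 17. The direction depended on it as well. For TNF-α EVs the 11 genes were all higher, whereas B2M alone gave 6 higher and 3 lower, ACTB alone 6 and 3, GAPDH alone 8 and 3, HPRT1 alone 7 and 3, and the mean of target genes with a mean Ct under 30 gave 5 and 4. For IL-1β EVs (8 higher and 2 lower), ACTB alone gave 2 higher and 9 lower, B2M alone 7 and 5, RPLP0 alone 7 and 4, and the target-gene mean 3 and 9. For basal EVs (11 and 3), B2M alone gave 11 and 6, the target-gene mean 8 and 9, GAPDH alone 26 and 2, and RPLP0 alone 29 and 1. For all EV samples (9 and 2), ACTB alone gave 5 and 5, B2M alone 8 and 4, the target-gene mean 8 and 5, and GAPDH, HPRT1 and RPLP0 alone gave 12, 12 and 13 higher and 0 lower. The median log2 fold change of the 84 genes after TNF-α EVs was 0.11 in the reported setting, 0.52 with RPLP0 alone and -0.27 with the target-gene mean. For basal EVs it ran from -0.52 with ACTB alone to 0.51 with RPLP0 alone. The choice of reference gene moved all genes by a common amount per sample, and steps of about 1 cycle put many genes near the threshold.

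A threshold of 1.5-fold gave 41 genes for TNF-α EVs, 40 for basal EVs, 43 for IL-1β EVs and 26 for all EV samples. Only genes with a mean Ct under 30 gave 7 for basal EVs, 6 for IL-1β EVs and 7 for all EV samples, from 59 genes tested in place of 84. Across the fits that each left out one replicate, the counts ran from 10 to 38 genes for TNF-α EVs, from 1 to 26 for basal EVs, from 3 to 28 for IL-1β EVs and from 5 to 15 for all EV samples. In each EV condition the lowest count came without the sample numbered 2. The authors' normalized values read as 2 to the power of −ΔCt, an alternative chosen after seeing the data, gave 5 genes for TNF-α EVs, all lower. As these values are squares of ΔCt and rise where expression falls, this follows from how they were made. The other alternatives left the counts against the control within 1.5 times.

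The median log2 fold change of the 8 matched Table 3 genes after TNF-α EVs was 0.60 with an SD of 1.20 between the 2 samples. It was 1.70 without the sample numbered 1 and 0.01 without the sample numbered 2, so it rests on the second sample. Under the other alternatives set before the data were examined, it ran from 0.22 with the target-gene mean to 1.02 with RPLP0 alone. The authors' normalized values read as 2 to the power of −ΔCt gave -0.28. These moves were below the SD, but the SD exceeds the value itself, so this is no sign of stability. The named single genes against the control are not compared with their SD across alternatives. The SD between 2 samples is no measure of spread for genes on the same Ct step in both, and leaving out 1 of 2 samples moves a mean by less than the SD by construction. Their values after TNF-α EVs depended on the reference. Over the single reference genes and the target-gene mean, ITGA4 ran from 0.73 to 1.52, ITGB2 from 0.23 to 1.02 and MMP2 from 1.73 to 2.52. PTK2 ran from 0.72 to 1.51 and VCL from -1.29 to -0.50. With RPLP0 alone the falls of VEGFA, PLD1 and PLCG1 were absent, at -0.001, 0.002 and 0.007. The alternative fits between EV conditions numbered 44, and 0 of them gave a gene with an adjusted p under 0.05. The smallest adjusted p-value in these limma fits ranged from 0.165 to 1.000. With the replicate block, over the EV samples, limma gave 0 genes in each of the 3 comparisons, with smallest adjusted p-values of 0.899, 0.711 and 0.527, and 1, 2 and 2 genes at an unadjusted p under 0.05. The block changed no call. None of the named genes between EV conditions changed direction under these alternatives. Leaving out a sample of a 2-sample group was not run where it would leave 1 sample in an arm of the comparison. The reference genes had no alternative.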

Differences from the paper's values

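Table 3 gives fold values for 9 genes, of which 8 were matched, and states 3 samples per group, where 2 TNF-α EV samples and 1 control were analysed here. RASA1, RHOA and WASF1 were 1.07-fold, 1.08-fold and 1.08-fold of the control after TNF-α EVs, whereas the paper's values are about 2.0 for each in Table 3, read by eye. Of the alternatives set before the data were examined, normalization to RPLP0 alone and the 3 EV samples numbered 1 against the control brought all 3 genes within 1.5 times of the paper's values, and the others did not. Basal EV replicate 1 against the control with Ct not normalized, which was chosen after seeing the values, did so too.

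ITGB2 was 1.52-fold of the control after TNF-α EVs on the array, and the paper's value in THP-1 cells is 3.5-fold. The paper's value comes from a TaqMan assay normalized to cyclophilin in samples not analysed here. None of the alternatives set before the data were examined that were run for ITGB2 closed the gap. All 6 EV samples against the control, and the 3 numbered 1 against the control, were not among them. The sample numbered 2 alone gave 2.31-fold and RPLP0 alone 2.03-fold.

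ITGA4 and IGF1 lay within 1.5 times of the paper's values. MMP2 was 4.30-fold and FGF2 3.04-fold after TNF-α EVs, against about 2.0 for each in Table 3, read by eye. These 2 differences lay within the SDs of the fold, 5.10 for MMP2 and 5.78 for FGF2. For all 4 genes the SD exceeded the fold itself, so the comparison cannot show agreement with the paper.

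After the values had been seen, the folds of Table 3 were also searched for among 704 settings, made from 18 groups of samples defined by condition and number, with and without normalization, and with 2 ways of averaging. The identifier paired with RPS4Y1 was counted as ENAH in this search. At most 7 of the 9 values were met within 0.1 on the log2 scale, in 6 settings, all of them basal EV replicate 1 without normalization, against the control, TNF-α EV replicate 1 or IL-1β EV replicate 1. TNF-α EV samples against the control met at most 1. No setting met all 9. Ct values in steps of about 1 cycle make a fold near 2 frequent, so such matches carry little weight.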

Other observations

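The first test below was set before the data were examined, and the others were chosen after the results were seen. In Table 3, 8 of the 9 genes share nearly the same fold. If the genes had been at the detection limit, their Ct values would sit at the limit of 35 in control and EV samples, but the highest Ct of the 8 matched genes in any sample was 34.9, so this was argued against. The steps of the Ct values are a candidate explanation. Of the differences between samples, 100% lay within 0.1 cycles of a whole number, and 1 step corresponds to a 2-fold change. No biological explanation was tested. The origin of the steps was not tested either.

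The TNF-α EV sample numbered 1 and the control were the most similar pair of the 7 samples, with 66 of 84 genes within 0.5 cycles. The next pair, the control and the basal EV sample numbered 1, had 45. The largest difference between the first pair at a gene with a Ct under 36 in both was 1.03 cycles, or 1 step. One cDNA measured on both plates and 2 samples with nearly equal expression cannot be told apart, because a value near the edge of a step can fall on either side of it.

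The authors' deposited normalized values rise where expression falls. They are consistent with the square of ΔCt, which 588 of 588 values equal within rounding, and not with 2 to the power of −ΔCt, which 0 equal. In the authors' deposited table of fold changes, the column numbered 2 divides each gene by its own control value at 84 of 84 genes. The other 5 columns are consistent with a division of every gene by the control value of the first gene listed, 8.91, at 84 of 84 genes each, where a division by each gene's own control met at most 11. The last 3 of its columns are headed 6, 7 and 8 and match the normalized columns 5, 6 and 7. No biological explanation was tested for these.

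One identifier, NM_001008, pairs with RPS4Y1, and none pairs with ENAH. A candidate explanation is that it is a shortened identifier of ENAH, since 1 RefSeq identifier of ENAH begins with the same characters. The symbols of the 84 genes are listed in alphabetical order except for 1 neighbouring pair at this place, between EGFR and EZR, and with ENAH there 0 pairs are out of order. Its log2 fold change after TNF-α EVs was 0.10 ± 0.14 (SD, n = 2).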
